# Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization

**DOI:** 10.1186/1471-2407-12-381

**Published:** 2012-08-31

**Authors:** Allan D Heibein, Baoqing Guo, Jason A Sprowl, David A MacLean, Amadeo M Parissenti

**Keywords:** Doxorubicin, Resistance, Gene profiling, PharmGKB, Pharmacokinetics, Aldo-keto reductases, Cytotoxicity, Lysosome, DNA-binding, Drug localization

## Abstract

**Background:**

Since proteins involved in chemotherapy drug pharmacokinetics and pharmacodynamics have a strong impact on the uptake, metabolism, and efflux of such drugs, they likely play critical roles in resistance to chemotherapy drugs in cancer patients.

**Methods:**

To investigate this hypothesis, we conducted a whole genome microarray study to identify difference in the expression of genes between isogenic doxorubicin-sensitive and doxorubicin-resistant MCF-7 breast tumour cells. We then assessed the degree of over-representation of doxorubicin pharmacokinetic and pharmacodynamic genes in the dataset of doxorubicin resistance genes.

**Results:**

Of 27,958 Entrez genes on the array, 7.4 per cent or 2,063 genes were differentially expressed by ≥ 2-fold between wildtype and doxorubicin-resistant cells. The false discovery rate was set at 0.01 and the minimum p value for significance for any gene within the “hit list” was 0.01. Seventeen and 43 per cent of doxorubicin pharmacokinetic genes were over-represented in the hit list, depending upon whether the gene name was identical or within the same gene family, respectively. The most over-represented genes were within the 1C and 1B families of aldo-keto reductases (AKRs), which convert doxorubicin to doxorubicinol. Other genes convert doxorubicin to other metabolites or affect the influx, efflux, or cytotoxicity of the drug. In further support of the role of AKRs in doxorubicin resistance, we observed that, in comparison to doxorubicin, doxorubincol exhibited dramatically reduced cytotoxicity, reduced DNA-binding activity, and strong localization to extra nuclear lysosomes. Pharmacologic inhibition of the above AKRs in doxorubicin-resistant cells increased cellular doxorubicin levels, restored doxorubicin cytotoxicity and re-established doxorubicin localization to the nucleus. The properties of doxorubicinol were unaffected.

**Conclusions:**

These findings demonstrate the utility of using curated pharmacokinetic and pharmacodynamic knowledge bases to identify highly relevant genes associated with doxorubicin resistance. The induction of one or more of these genes was found to be correlated with changes in the drug’s properties, while inhibiting one specific class of these genes (the AKRs) increased cellular doxorubicin content and restored drug DNA binding, cytotoxicity, and subcellular localization.

## Background

Doxorubicin is a DNA-binding, topoisomerase II inhibitor [1,2], which is among the most effective chemotherapy drugs in cancer treatment [1,3]. However, intrinsic or acquired resistance to doxorubicin in patient tumours is common, resulting in treatment failure and disease progression. Multiple mechanisms for doxorubicin resistance have been identified *in vitro*, such as the increased expression of drug transporters [4-7], alterations in doxorubicin metabolism [8] or localization [9,10], and defects in the drug’s ability to induce apoptosis [11]. Unfortunately, progress in restoring drug sensitivity for drug-resistant tumours, particularly by inhibiting drug efflux transporters, has been incremental at best [12,13]. This limited progress demands that a more nuanced approach be taken, including the identification of all proteins that likely affect the pharmacokinetics and pharmacodynamics of doxorubicin.

Genome profiling is a method that can provide data on gene expression and/or allelic variations across biological samples, often using whole genome approaches. This promises to be a great aid to oncologists in identifying and treating drug-resistant tumours. Unfortunately, this task is a difficult one, given the variability associated with patient data sets and the large number of “false positives” inherent in such approaches from by-stander effects. One method to improve the identification of genes relevant to a specific phenomenon such as doxorubicin resistance is to pair knowledge of metabolic or signal transduction pathways to gene expression data [14]. In this study, we use full genome microarray analysis to compare gene expression between MCF-7 cells selected for maximal resistance to doxorubicin (MCF-7_DOX2-12_ cells) and equivalent cells selected for the same number of passages in the absence of drug (MCF-7_CC12_ cells). After identifying genes having altered expression in doxorubicin-resistant cells, we then used a well-known, curated pharmacogenomics knowledgebase (PharmGKB) to identify which of these genes play a role in doxorubicin pharmacokinetics or pharmacodynamics, as these were more likely to have a direct effect on doxorubicin efficacy. This combination of full genome microarray analysis identifying genes differentially expressed upon acquisition of doxorubicin resistance with an assessment of over-representation of doxorubicin pharmacokinetic or pharmacokinetic genes in the dataset provided significant insight into new pathways associated with doxorubicin resistance. Moreover, extensive comparisons between the biochemical properties of doxorubicin and one of its metabolites (doxorubicinol) provided us with significant insight into how a simple hydroxylation reaction can strongly affect the biochemical and cellular properties of doxorubicin, including dramatically reduced cytotoxicity, diminished DNA- binding activity, altered cellular accumulation of the drug and altered subcellular localization.

## Results

### Differentially expressed genes upon acquisition of doxorubicin resistance

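MCF-7 is an established human breast adenocarcinoma cell line. Its derivative MCF-7_DOX2-12 was selected in rising concentrations of doxorubicin up to dose level 12, given as 0.1 µM in the paper and as slightly less in the sample labels, and MCF-7_CC12 was cultured alongside without drug. RNA of the 2 lines was compared directly on 16 two-colour Agilent arrays, one line labelled with Cy5 (red) and the other with Cy3 (green). The arrays fall into 3 labelling sets: set 1 has 8 arrays, all with MCF-7_DOX2-12 in red (forward), and sets 2 and 3 have 4 arrays each, 2 forward and 2 with the dyes exchanged (reverse). The labels state that 3 RNA isolations were pooled before labelling. They call the arrays of a set technical replicates, and nothing states that the sets came from separate cultures, so the p-values given here measure the spread between labelling sets, which may be technical. The authors extracted spot intensities with Agilent Feature Extraction, which subtracted background and normalized the dyes within each array. From these processed signals, log2 ratios of MCF-7_DOX2-12 over MCF-7_CC12 were computed, control spots and outlier-flagged spots were left out, and the probe with the highest mean intensity stood for a gene, which gave 29846 genes from 41000 probes. The arrays of a set were averaged to 1 value, with equal weight for both orientations in sets 2 and 3 and with the mean dye effect of those sets subtracted from set 1. The 3 set values were then tested with limma, and a gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.01 and a difference of at least 2-fold. The share of probes well above background was 55.1% to 66.0% in the red channel of set 1 and 60.7% to 64.6% in that of set 2, but 28.9% to 31.4% in that of set 3, while the green channel ranged from 53.5% to 67.3% over all arrays. The forward and the sign-turned reverse ratios of set 3 had a correlation of -0.28 across all genes and of 0.41 across the 7856 genes well above background in both lines on all 16 arrays; genes are not independent replicates. The number of arrays and sets limits the precision of every value.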

Using full genome Agilent microarrays and Partek Genomics Suite, 2063 genes from a total of 27958 Entrez genes on the array (7.4%) were found to be differentially expressed by ≥2-fold between MCF-7_CC12_ cells MCF-7_DOX2-12_ cells. The false discovery rate was set at 0.01 and the minimum p value for significance for any gene within the “hit list” was 0.01. The microarray data was deposited in the NCBI Gene Expression Omnibus (GEO) database, accession number GSE27254) in accordance with MIAME standards [15]. Access to the microarray data can be obtained via the following url: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=dbezngycywquuhm&acc=GSE27254.

The identification of thousands of genes changing expression upon selection of MCF-7 cells for doxorubicin resistance was similar to the numbers of genes observed when these cells were selected for resistance to other chemotherapy agents (data not shown). These findings indicate that a significant amount of the transcriptome appears altered as these cells are selected for doxorubicin resistance. In addition to providing candidate genes that may be involved in doxorubicin resistance, the microarray data served to demonstrate that MCF-7_DOX2_ cells at selection dose 12 and MF-7_CC_ cells (selected to the same passage number in the absence of doxorubicin) are isogenic, since the vast majority of genes (92.6%) differed in expression by < 2-fold between the two cell lines [see statistical analysis of microarray (SAM) plots in Figure 1]. This suggests that observed differences in gene expression are likely related to the acquisition of doxorubicin resistance and not simply a selection for a rare, unrelated cell type within the cell population.

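In MCF-7_DOX2-12 cells 409 genes were called changed, 257 higher and 152 lower than in MCF-7_CC12 cells. Among 29 measured targets of NRF2, the transcription factor of the antioxidant response, 12 were higher and none was lower (14 higher and 1 lower when adjusted over the list alone). HMOX1, heme oxygenase, was 8.73-fold higher (log2 3.13, standard error 0.29, adjusted p = 0.0028, limma), and SLC7A11, the cystine transporter, 5.97-fold higher (log2 2.58, standard error 0.31, adjusted p = 0.0051). Of these 12, 5 (AKR1B10, AKR1C1, AKR1C3, ABCC1 and NQO1) are genes the study names, so the list is not wholly independent of it. The list as a whole was shifted upward against all other genes (camera with a preset correlation of 0.01, adjusted p = 1.01e-14), but not with an estimated correlation (adjusted p = 0.820). Of 19 glutathione S-transferases, which conjugate glutathione to drugs, 3 were lower and none was higher (6 lower and 1 higher when adjusted over the list alone): GSTM1 was 16.0-fold lower (log2 -4.00, standard error 0.31, adjusted p = 0.0027), GSTM3 11.5-fold lower and GSTZ1 2.72-fold lower. The GSTZ1 call is also lost without set 2 (adjusted p = 0.193), and with normexp and loess the log2 ratio of GSTM1 is -2.41 and that of SLC7A11 1.30. This list did not pass camera (adjusted p = 0.281). At a false discovery rate of 0.01 every gene that passed also differed by at least 2-fold. No gene was called with loess within arrays, with normexp background correction and loess, with a filter on dim probes or without set 1, where 7035, 6649, 6165 and 5930 genes had an unadjusted p under 0.05, against 6323 with the processed signals as deposited. Without set 2 there were 149 calls and without set 3 there were 1450. With the 16 arrays as separate observations the methods' ANOVA called 1774. With only probes well above background on all 16 arrays, chosen after the data were seen, 390 of 8071 genes were called. The share of calls that were higher was 62.8%, but 50.1% without set 3, 53.3% without dye correction of set 1, 55.3% with the ANOVA and 68.5% with median centring.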

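Of the 29846 genes, 93.9% differed by less than 2-fold between MCF-7_DOX2-12 and MCF-7_CC12 cells, and 1807 differed by at least 2-fold, 992 of them higher and 815 lower in the resistant line. Over genes well above background in both lines on every array, 95.02% differed by less than 2-fold. The SD of the share between the 3 labelling sets was 1.93 percentage points. One-class SAM on the 16 arrays after loess, the kind of analysis plotted in Figure 1, called 7572 of 28966 genes at a q under 0.01, and 1605 of these differed by at least 2-fold. This SAM took the arrays of a set as independent and had no dye term. A probe that is dim in both lines gives a ratio near 1 whatever its gene does, and the share was 90.9% over probes well above background on at least 8 arrays in 1 line; it was 98.5% with normexp and loess.

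**Figure D1:**
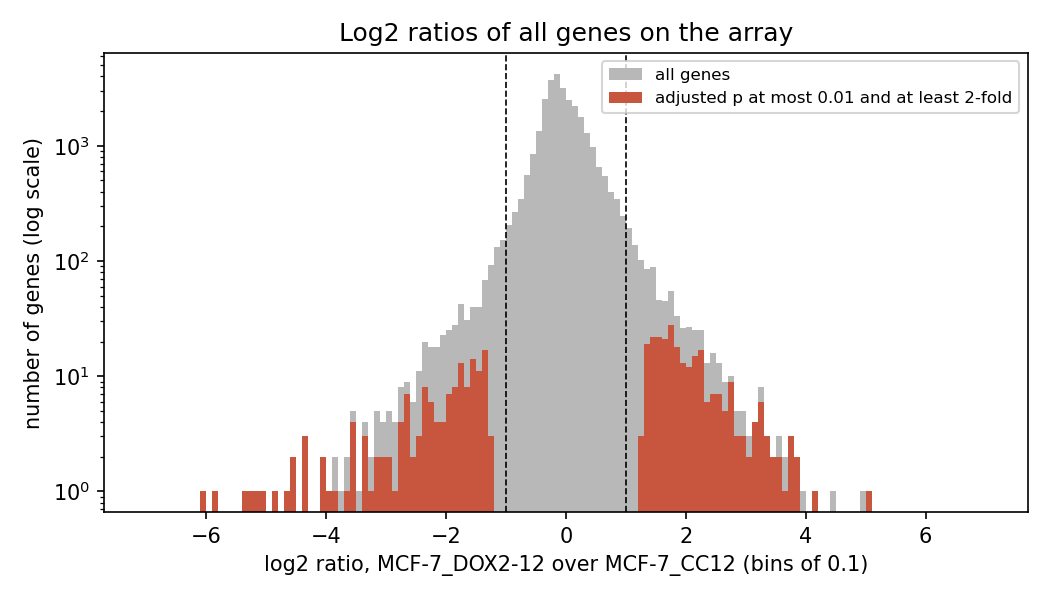
Number of genes (log scale) by log2 ratio of MCF-7_DOX2-12 over MCF-7_CC12, in bins of 0.1, for all genes (grey) and the genes called changed (red), with dashed lines at a 2-fold difference. Most genes lie between the dashed lines, and the called genes lie outside them.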

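Markers of breast epithelium and of other cell types were measured in both lines. Of 21 luminal epithelial markers, 2 were lower in MCF-7_DOX2-12 cells and none was higher (3 lower and 1 higher when adjusted over the list alone): AGR2, a secreted protein of luminal cells, was 3.79-fold lower (log2 -1.92, standard error 0.19, adjusted p = 0.0032, limma), and SPDEF, a transcription factor of luminal cells, 2.81-fold lower (adjusted p = 0.0097). ESR1, the estrogen receptor, chosen after its values were seen, was not called at log2 -1.52 (standard error 0.24, adjusted p = 0.012). Of 29 mesenchymal and basal markers none was called (1 higher and 1 lower when adjusted over the list alone), and of 12 fibroblast markers 1 was, the collagen gene COL5A1, at log2 1.55 (standard error 0.21, adjusted p = 0.0074; 3 higher when adjusted over the list alone). None of 18 blood cell markers and none of 12 markers of Mullerian carcinoma lines was called (1 and none when adjusted over each list alone). The medians of the last 4 lists lay below 0 (log2 -0.17 to -0.04) and their means above it (0.03 to 0.30). The median over all genes was itself below 0, at log2 -0.097. None of these 5 lists passed camera (adjusted p from 0.199 for the luminal markers to 0.897 for the Mullerian markers). The AGR2, SPDEF and COL5A1 calls are lost without set 2 as well as under the settings in which no gene passes, and those of SPDEF and COL5A1 also with the dye effect from set 2 alone, chosen after the data were seen. The COL5A1 call is lost with the mean of all probes as well (adjusted p = 0.0168).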

**Figure 1:**
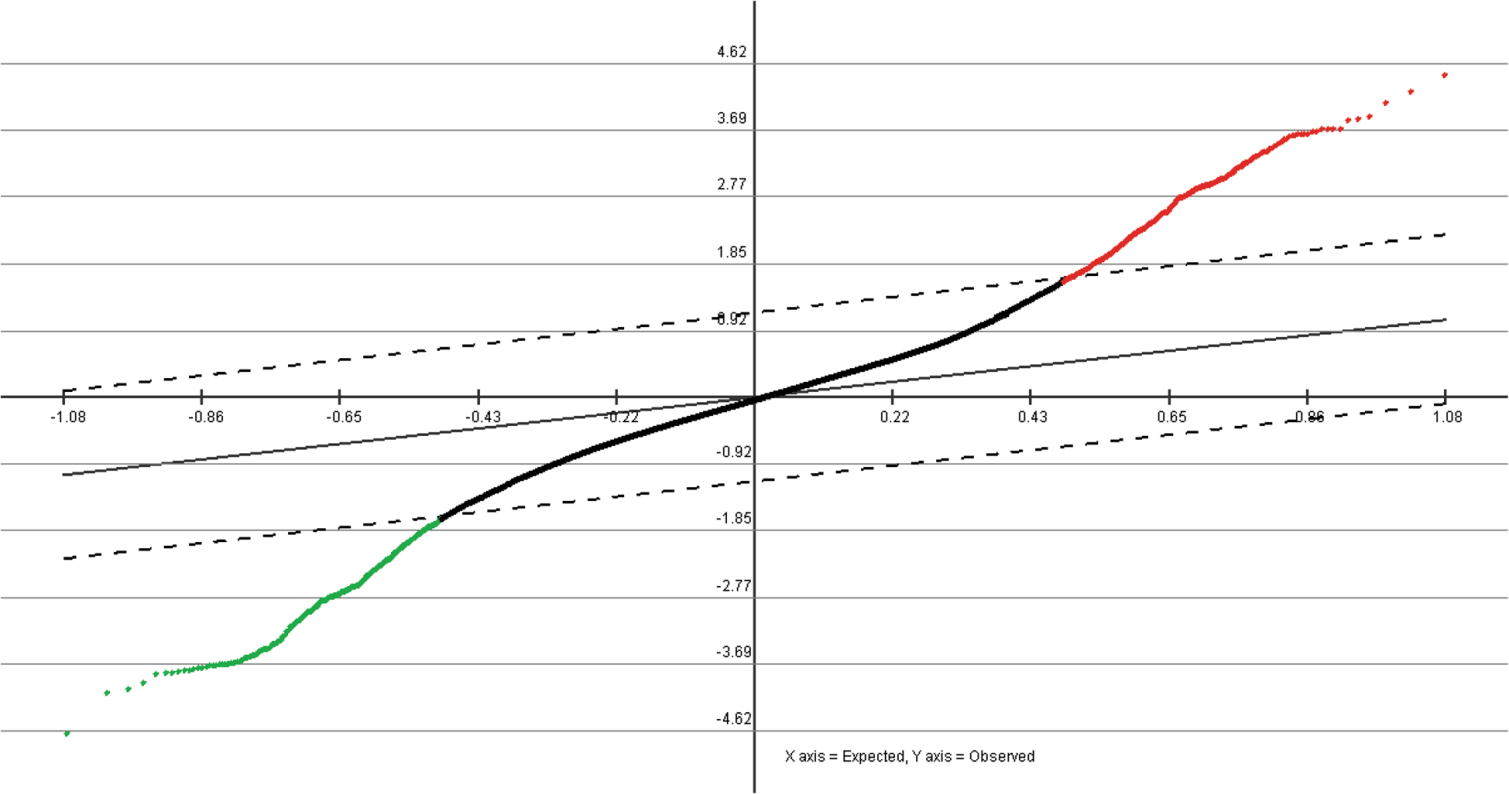
**Significance Analysis of Microarrays (SAM) graph for MCF-7**_**DOX2-12**_**and MCF-7**_**CC112**_**cells.** Red or green points denote genes with significant over- or under-expression in MCF-7_DOX2-12_ cells compared to MCF-7_CC12_ cells, while black points represent genes that do not show altered expression.

In examining the identities of genes exhibiting the greatest changes in expression upon acquisition of doxorubicin resistance, a number of these genes play a role in doxorubicin metabolism. Consequently, we assessed the extent of “over-representation” of doxorubicin metabolism genes by comparing the names of differentially expressed genes in the microarray “hit list” with those listed in a curated list of genes associated with doxorubicin pharmacokinetics or pharmacodynamics in tumour cells and cardiomyocytes available on the Pharmacogenetics Knowledge Base (PharmGKB) [16]. This list can be found at the url: http://www.pharmgkb.org/drug/PA449412#tabview=tab5&subtab=33 and is depicted in Additional file 1: Table S1. 

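The largest rises among called genes with the same sign on all 16 arrays and well above background in both lines on at least 8 arrays were in C1orf125 (now AXDND1), at log2 5.07 (standard error 0.74, adjusted p = 0.0096, limma), SGCE, a sarcoglycan, at 4.15, TSPAN5, a tetraspanin, at 3.86, and PLCXD3 at 3.83. AKR1B10 was next, before UGT1A6, which conjugates glucuronic acid to drugs and other substrates, at 3.72 (standard error 0.32, adjusted p = 0.0027), TNFAIP2 at 3.71, the lysosomal protease CTSF at 3.55, the phospholipid-binding protein ANXA1 at 3.53 and EPDR1 at 3.46. The largest falls were in GPC6, a cell-surface proteoglycan, at -6.09 (standard error 0.76, adjusted p = 0.0055), CXorf61 (now CT83), a cancer/testis antigen, at -5.89, the collagen COL12A1 at -5.31, DLC1, a Rho GTPase-activating protein, at -5.28, S100A6 at -5.17, MUCL1 at -5.02, AGR3 at -4.83, the transcription factor STAT6 at -4.64, the EGF receptor ligand AREG at -4.57 and the potassium channel KCNJ8 at -4.52. Of these 20 genes, AKR1B10 is an aldo-keto reductase, and UGT1A6, by probe name, was the only one of 22 measured UDP-glucuronosyl- and sulfotransferases called (2 higher and 5 lower when adjusted over the list alone). Whether the UGT1A6 probe also binds other UGT1A transcripts was not tested, so the rise may not be that of UGT1A6 alone. Normexp with loess lowers most of these values, to 3.02 for C1orf125 and to -2.94 for GPC6, and the mean of all probes brings DLC1 to -2.92, GPC6 to -4.425, EPDR1 to 2.02 and C1orf125 to 4.29. The C1orf125 call is also lost without set 3 and the COL12A1 call without dye correction of set 1. Sizes depend on the sets as well: C1orf125 was at 6.45 without set 1 and 4.08 without set 2, and GPC6 at -7.29 and -4.89. With the dye effect from set 2 alone, chosen after the data were seen, 12 of these 20 calls are lost, those of C1orf125 and GPC6 among them. In MCF-7_DOX2-12 cells COL12A1 was well above background on 8 arrays, GPC6 on 9, AGR3 and KCNJ8 on 11 and CXorf61 on 12; on the others the signal is dim, so the sizes and the order of these falls are uncertain. The same holds for the rises of PLCXD3, well above background in MCF-7_CC12 cells on 10 arrays, EPDR1 on 12, and C1orf125, SGCE and TSPAN5 on 13.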

Figure 2 shows two pathway diagrams available through the PharmGKB website that document the different proteins that impact on the uptake, metabolism, and efflux of doxorubicin in cardiomyocytes (A) and tumour cells (B). A comparison of a list of these proteins (Additional file 1: Table 1) with the list of genes significantly changed by ≥ 2-fold in doxorubicin-resistant cells in the above microarray experiment (p ≤ 0.01) revealed that doxorubicin pharmacokinetic and pharmacodynamic genes are highly over-represented in the list of differentially expressed genes. 

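Of the study's list of 46 doxorubicin pharmacokinetic and pharmacodynamic genes, 43 were measured, and 4 of them (9.30%) were called changed: ABCC1, a drug efflux pump, AKR1C3, an aldo-keto reductase, CAT, catalase, and NQO1, a quinone reductase. All 4 were higher in MCF-7_DOX2-12 cells. Among the other 29803 genes 405 (1.36%) were called, an odds ratio of 7.44 (Fisher's exact test, one-sided, p = 0.0028). AKR1C2, ATP5A2 and ATP5C2 have no probe under these names and were not counted. AKR1C1 probes that were called, the brightest at 4.85-fold higher, also list AKR1C2 in the annotation. Whether AKR1C2 itself changed cannot be told from them. The list drew on published work on doxorubicin, not on these arrays. The p was 0.194 without set 2 and 0.0563 without set 3, and it was 1 where no gene passes, with loess, with normexp and loess, with the filter on dim probes and without set 1.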

Identical genes or genes having the same family name on both lists are depicted in bold, with the fold increase (+) or decrease (−) in expression in the microarray experiment listed beside each gene. Additional file 2: Table S2 depicts the results of our over-representation analysis. 

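The 46 genes come from 3 PharmGKB pathways. Of 18 measured genes of the pharmacodynamics pathway in cancer cells, ABCC1, CAT and NQO1 were called (16.7%; Fisher's exact test, one-sided, p = 0.0018). Of 22 measured genes of the pharmacodynamics pathway in cardiomyocytes, AKR1C3 was called (4.55%, p = 0.262 from the same test), and of 11 measured genes of the pharmacokinetics pathway, NQO1 was (9.09%, p = 0.141). NQO1 counts in both of its pathways. AKR1C2, which has no probe under its own name, is left out of the pharmacokinetics pathway.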

At a false discovery rate of 0.01, 8 of the 46 genes listed in the doxorubicin pharmacokinetics/ pharmacodynamics pathways (17%) were direct matches and 20 or 43% were partial matches (same gene family). The p value for significance of this over-representation relative to randomly selected genes was 0.05 for identical matches and < 0.0001 for either identical or partial matches. 

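The binomial test, with the share of called genes among all measured genes as the chance of a match, gave p = 0.00284 for the 4 identical genes. For 15 of the 43 measured genes, the gene itself or a gene with the same root of its symbol (the letters before the first digit) was called, as for ABCC2 through ABCC1. Over 10000 random lists of 43 measured genes whose array names have such a root, the mean number of matches was 18.0. The one-sided permutation p for the study's list was 0.861. In the alternative settings this p lay between 0.186 and 1. The 0.186 came with genes that have a reference symbol as background, chosen after the data were seen. The study's list also holds symbols without such a root, such as CAT and XDH, which can match only by identity. Every gene of the random lists has a root, which favours those lists. The lists also drew on array names without a reference symbol, since only 18620 of the 29846 names have one. Any such names that share the letters before the first digit count as a family. This p therefore cannot exclude an over-representation of families.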

Since these genes directly affect the uptake, efflux, metabolism or cytotoxicity of doxorubicin, they have a strong potential to play a role in doxorubicin resistance. The identities of these genes provide a compelling view of the various mechanisms that likely play a role in the acquisition of doxorubicin resistance in breast tumour cells *in vitro* (see discussion).

**Figure 2:**
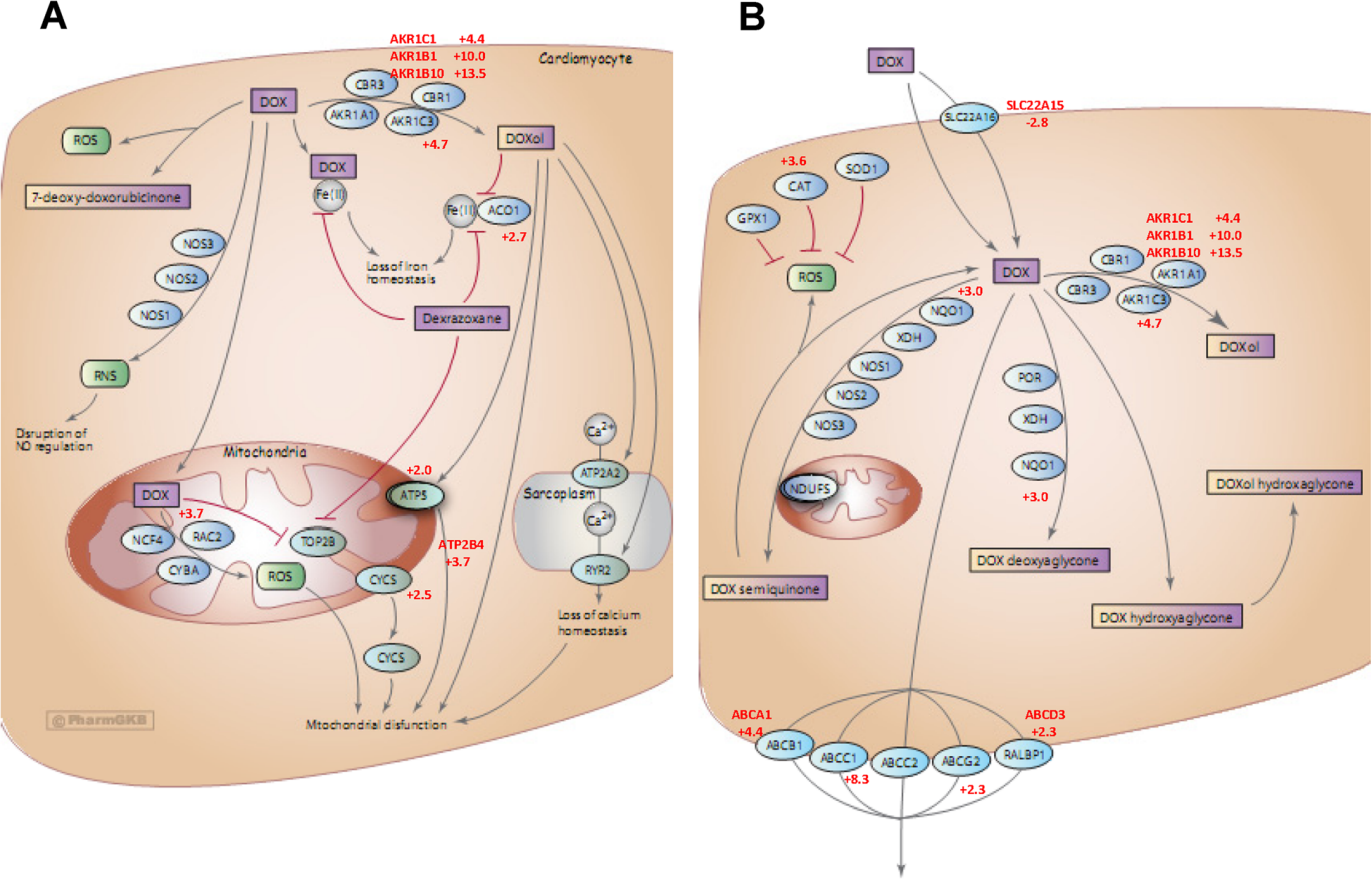
**PharmGKB doxorubicin pharmacodynamic and pharmacokinetic pathways.** Doxorubicin metabolic pathways were retrieved from the PharmGKB website (http://www.pharmgkb.org/drug/PA449412#tabview=tab4&subtab=33), combined, and used for further analysis. All diagrams are copyright PharmGKB. Used with permission from PharmGKB and Stanford University. (**A**) pharmacodynamics (**B**) Pharmacokinetics.

### Several AKRs are over-expressed in MCF-7_DOX2-12_ cells

As previously demonstrated using a much smaller microarray platform (1720 genes) [17], the “1C” family of AKRs was observed to be over-expressed upon acquisition of doxorubicin resistance. Moreover, as shown in Additional file 1: Table S1, a variety of AKR family members were among the most differentially expressed genes upon acquisition of doxorubicin resistance in MCF-7 cells. In these microarray studies, AKR1B1, AKR1B10, AKR1C1, and AKR1C3 all had strongly elevated expression (10.0-, 13.4-, 4.45-, and 4.71-fold, respectively). 

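By probe name, AKR1C1 is measured by 4 probes, AKR1C3 and AKR1C4 by 1 each, and no probe carries the name AKR1C2. All 4 AKR1C1 probes were called higher in MCF-7_DOX2-12 cells, from 4.01-fold to 4.85-fold. The brightest lies on chromosome 10 of hg19 from 5018064 to 5018123, and the AKR1C3 probe lies on the same chromosome from 5147789 to 5147848. AKR1C4, at 10 from 5246427 to 5247749, was not well above background in either line on any array.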

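By size of the fitted ratio, AKR1B10 ranked at place 5 and AKR1B1 at place 14 of the 257 genes called higher, and AKR1C1 and AKR1C3 at places 69 and 77. Counting falls as well, the 4 genes stood at places 22, 37, 128 and 137 of all called genes, in the order AKR1B10, AKR1B1, AKR1C1 and AKR1C3.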

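The 4 aldo-keto reductases, enzymes that reduce carbonyl groups with NADPH, were higher in MCF-7_DOX2-12 cells on all 16 arrays. AKR1B10 was 13.9-fold higher (log2 3.79, standard error 0.34, n = 3 labelling sets, adjusted p = 0.0028 from limma) and AKR1B1, which lies beside it on chromosome 7, 10.0-fold higher (log2 3.33, standard error 0.36, adjusted p = 0.0038). AKR1C1 was 4.85-fold higher (log2 2.28, standard error 0.21, adjusted p = 0.0028) and AKR1C3 4.71-fold higher (log2 2.24, standard error 0.33, adjusted p = 0.0096). These ratios go by probe name. The paper's isoform-specific RTqPCR found AKR1C2, AKR1C3 and AKR1B10 significantly higher, but not AKR1C1 or AKR1B1. The sets differed in size: the log2 values of sets 1, 2 and 3 were 2.62, 4.56 and 2.80 for AKR1B1, and 1.20, 2.45 and 3.05 for AKR1C3. AKR1B1 and AKR1B10 were well above background in MCF-7_CC12 cells on 14 of the 16 arrays. All 4 calls are lost with loess, with normexp and loess, with the filter on dim probes and without set 1, and that of AKR1C3 also without set 2 and with the dye effect from set 2 alone; every one of these settings kept the direction. Normexp with loess gave 3.08-fold for AKR1B1 and 4.48-fold for AKR1B10. With only probes well above background on all arrays, chosen after the data were seen, AKR1C1 and AKR1C3 were called. That setting leaves out AKR1B1 and AKR1B10.

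**Figure D2:**
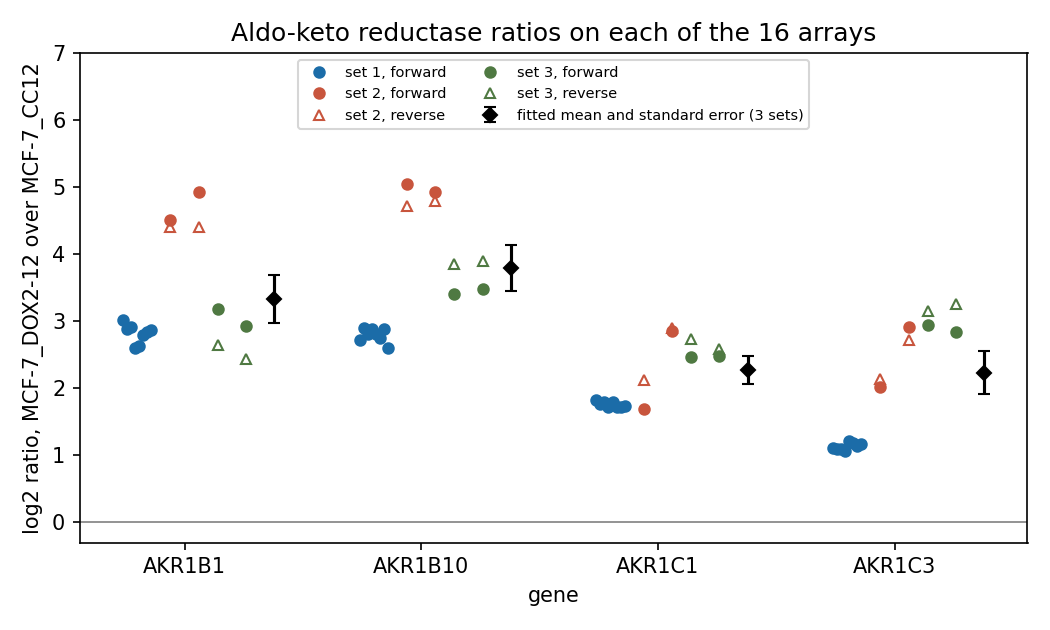
Log2 ratio of MCF-7_DOX2-12 over MCF-7_CC12 for AKR1B1, AKR1B10, AKR1C1 and AKR1C3 on each array, coloured by labelling set, with filled circles for forward and open triangles for reverse labelling; diamonds and bars are the fitted mean and its standard error over 3 sets. All 16 values of each gene lie above 0.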

As stated previously, the product of the AKR family of genes facilitates the conversion of doxorubicin to doxorubicinol [18]. Such a strong overexpression of multiple AKR transcripts in MCF-7_DOX2-12_ cells suggests that the AKRs may play a major role in doxorubicin resistance.

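Of 11 aldo-keto reductases measured, 4 were higher, none was lower and 7 were not called, with the same counts when adjusted over the list alone. AKR1A1, aldehyde reductase, was at log2 -0.0065 (standard error 0.18, adjusted p = 0.984, limma), and AKR7A2, aflatoxin aldehyde reductase, at -0.14 (standard error 0.21, adjusted p = 0.717). The signs of these values near 0 turn under other settings. AKR1A1 is also the median of the list, whose mean was 0.94, and the list did not pass camera (adjusted p = 0.0508; 0.8294 with an estimated correlation). From the strong over-expression of several AKR transcripts, the paper proposes a major role of the AKRs in doxorubicin resistance as a possibility.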

Given that AKR “1C” isoforms are highly conserved amongst each other [19] and given that, by BLAST analysis, the probes on the Agilent 4X44K arrays could not distinguish between the four 1C transcripts, we designed isoform-specific primers for reverse transcription quantitative polymerase chain reaction (RTqPCR) experiments in order to accurately quantify the levels of expression of these transcripts. Similarly, since substantial elevations in the highly conserved AKR “1B” isoforms were observed by microarray analysis with AKR1B probes that are not isoform-specific, we also designed isoform-specific RTqPCR primers to accurately quantify transcript levels for the two AKR 1B isoforms identified by microarray analysis. 

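By the transcripts that the array annotation lists for each probe, 3 of the 4 AKR1C1 probes match AKR1C1 and AKR1C2 transcripts. The remaining AKR1C1 probe, from 4995037 to 4995096 on chromosome 10, lists no transcript of a known gene, so no probe lists AKR1C1 alone. The AKR1C3 and AKR1C4 probes list no other aldo-keto reductase. The annotation names the transcripts a probe was designed on and does not show which others it can bind, and no probe was aligned here.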

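The annotation of the single AKR1B1 probe and of both AKR1B10 probes lists no other aldo-keto reductase; their binding was not tested by alignment. The AKR1B1 probe lies on chromosome 7 of hg19 from 134130061 to 134132097, and the brightest AKR1B10 probe from 134225939 to 134225998. The second AKR1B10 probe, from 134225799 to 134225858, gave a 13.0-fold higher ratio in MCF-7_DOX2-12 cells.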

Finally, since the carbonyl reductases (CBRs), like the AKRs, can also play a role in the conversion of doxorubicin to doxorubicinol [8,20], we designed isoform-specific primers to quantify levels of transcripts for two CBR isoforms. The data from these RTqPCR experiments (Figure 3A) revealed that only the *AKR1C2*, *AKR1C3* and *AKR1B10* transcripts were significantly over-expressed in MCF-7_DOX2-12_ cells compared to MCF-7_CC12_ cells (3.6-, 9.1-, and 10.4-fold, respectively). *CBR1* and *CBR3* transcripts were not differentially expressed in the doxorubicin-resistant cells. As *AKR1C3* exhibited one of the highest changes in expression, and since Akr1c3 has been shown to efficiently convert doxorubicin to doxorubicinol [21], we also assessed the expression of Akr1c3 protein in the cell lines. As shown in Figure 3B, immunoblotting experiments confirmed the considerably higher expression of Akr1c3 in MCF-7_DOX2-12_ cells relative to MCF-7_CC12_ cells.

**Figure 3:**
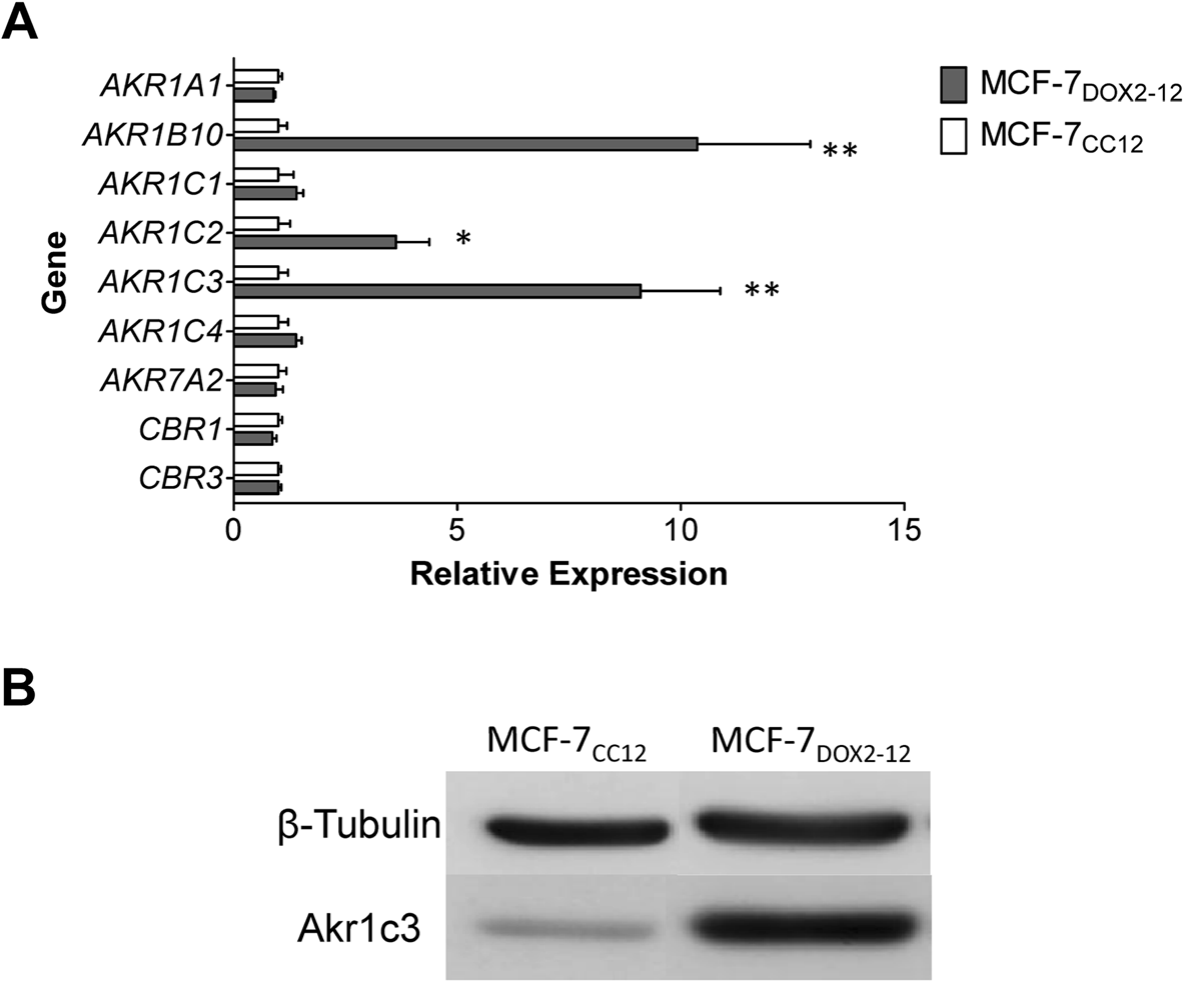
**Gene and protein expression levels of doxorubicin to doxorubicinol metabolizing enzymes.** (**A**) Relative changes in expression between MCF-7_CC12_ and MCF-7_DOX2-12_ cells were assessed by RTqPCR. Each sample was normalized first to RPS28 for loading and then to the average expression of MCF-7_CC12_ cells to determine fold change. * p ≤ 0.05, ** p ≤ 0.01. (**B**) Western blot analysis of AKR1C3 expression in MCF-7_DOX2-12_ and MCF-7_CC12_ whole cell lysates.

### Doxorubicinol is 1 million-fold less cytotoxic than doxorubicin in MCF-7 cells

Although it has been previously reported that doxorubicinol is 20 to 27 times less cytotoxic than doxorubicin in fibroblasts or pancreatic tumour cells [22,23], we also wanted to assess in this study the relative sensitivity of MCF-7_DOX2-12_ and MCF-7_CC12_ cells to doxorubicin and doxorubicinol. As shown in Figure 4, the concentration of doxorubicin required to reduce the number of colonies formed in a clonogenic assay by half (the IC_50_) was 7.8 ± 4.0 nM and 580 ± 91 nM for MCF-7_CC12_ and MCF-7_DOX2-12_ cells, respectively, indicating a 74-fold resistance to doxorobucin in MCF-7_DOX2-12_ cells. In contrast, the IC_50_ of doxorubicinol for the MCF-7_CC12_ cell line was 15 ± 1.6 mM, indicating a reduced cytotoxicity for the metabolite of over 6 orders of magnitude! Interestingly, the cytotoxicity of doxorubicinol was even less in MCF-7_DOX2-12_ cells. In fact, we could not achieve sufficient cytotoxcity to compute an IC_50_ value. Consequently, in our study, doxorubicinol cytotoxicity in a clonogenic assay was dramatically less than doxorubicin, suggesting that the conversion of doxorubicin to doxorubicinol by AKRs or CBRs would essentially eliminate its cytotoxicity in breast tumour cells in culture.

**Figure 4:**
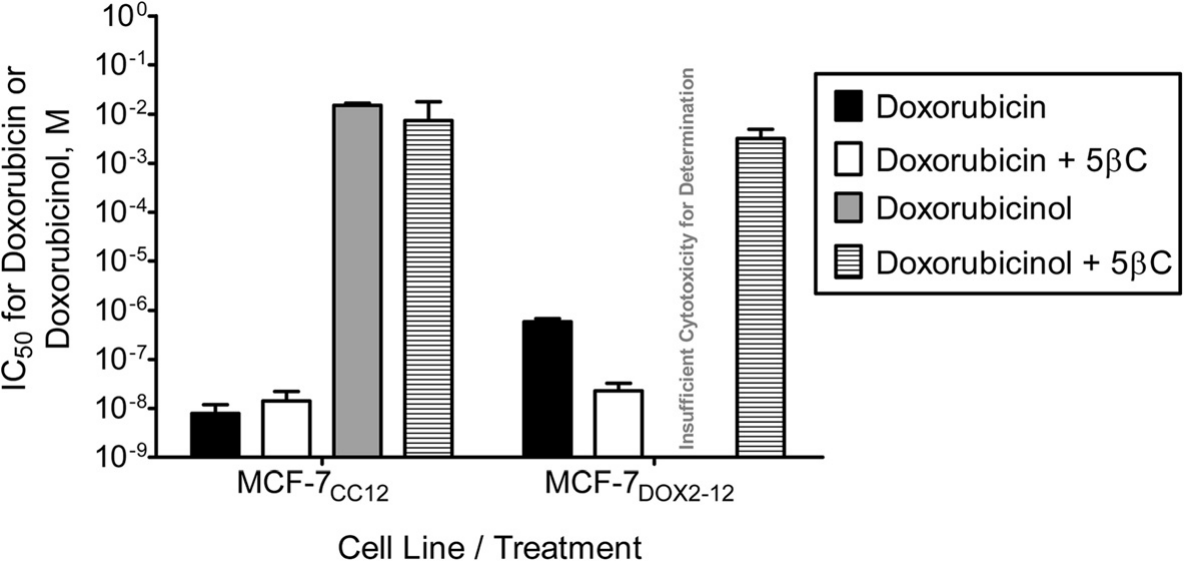
**Doxorubicin and doxorubicinol cytotoxicity in MCF-7**_**CC12**_**and MCF-7**_**DOX2-12**_**cells upon treatment with or without 5β-cholanic acid*.*** MCF-7_CC12_ and MCF-7_DOX2-12_ cells were assessed for their sensitivity to doxorubicin and doxorubicinol in the presence or absence of the AKR1B10, AKR1C2, and AKR1C3 inhibitor 5β-cholanic acid using a clonogenic assay.

### 5β-cholanic acid restores sensitivity of MCF-7_DOX2-12_ cells to doxorubicin

As illustrated in Figure 4, treatment of MCF-7_DOX2-12_ cells with both doxorubicin and 5β-cholanic acid, a potent inhibitor of AKR1B10 [24], AKR1C2, and AKR1C3 activity [25], almost fully restored doxorubicin sensitivity to that of MCF-7_CC12_ cells (IC_50_ of 22.9 ± 9 nM). In contrast, treatment of MCF-7_CC12_ cells with 5β-cholanic acid and doxorubicin had little effect on doxorubicin sensitivity (IC_50_ of 14.1 ± 8.0 nM), suggesting insufficient AKR activity in these cells to affect doxorubicin sensitivity. Addition of 5β-cholanic acid had no effect on sensitivity of MCF-7_CC12_ cells to doxorubicinol (IC_50_ of 7.5 ± 10.6 mM). However, addition of 5β-cholanic acid to MCF-7_DOX2-12_ cells did appear to increase their sensitivity to doxorubicinol to a barely detectable range (IC_50_ of 3.2 ± 1.7 mM), suggesting a possible ability of the inhibitor to affect further metabolism of doxorubicinol in doxorubicin-resistant cells.

### Restoration of doxorubicin sensitivity is accompanied by restored nuclear localization in MCF-7_DOX2-12_ cells

Since doxorubicin is a fluorescent, DNA-binding topoisomerase II inhibitor [1,2], it localizes to the nucleus in tumour cells. Drug localization can be effectively monitored by incubating cells with doxorubicin, and removing extracellular drug by extensive washing of the cells, followed by confocal laser scanning fluorescence microscopy [26]. We used this approach to visualize the location of doxorubicin (red fluorescence) in MCF-7_CC12_ and MCF-7_DOX2-12_ cells in the presence of DRAQ5, a highly cell-permeable DNA-binding dye that fluoresces into the infra-red region of the electromagnetic spectrum (shown as pseudo-blue fluorescence). As shown in Figure 5A, we found that fluorescence of 0.5 μM doxorubicin localized to nuclei in MCF-7_CC12_ cells, as expected (Figure 5). There was strong co-localization of doxorubicin and DRAQ5 fluorescence (bright purple fluorescence). In MCF-7_DOX2-12_ cells, however, greatly reduced doxorubicin fluorescence was observed, likely due to the reduced uptake of doxorubicin into these cells, as we previously reported [27]. In addition, the little fluorescence that was visible was extra nuclear (as visualized by a lack of co-localization with DRAQ5 staining), and this fluorescence was clustered in the perinuclear region. These observations are consistent with those pre-viously reported by Coley and colleagues for other doxorubicin-resistant cell lines [26]. In previous experiments, we observed that doxorubicin fluorescence in MCF-7_DOX2-12_ cells co-localized with Lysotracker™ [17] but not Mitotracker™ (Life Technologies, Burlington, VT) staining (data not shown), suggesting that the drug was sequestered in lysosomes and not bound to mitochondrial DNA. The inability of doxorubicin to reach its target (nuclear DNA) can clearly account for the reduced cytotoxicity of doxorubicin observed in MCF-7_DOX2-12_ cells. However, it is unclear whether the perinculear fluorescence exhibited in MCF-7_DOX2-12_ cells was from doxorubicin or perhaps a metabolite of doxorubicin that retains its fluroescence, such as doxorubicinol. As shown in Figure 5A, when identical experiments were performed with the equally fluorescent doxorubicinol, intracellular fluorescence was even weaker for MCF-7_DOX2-12_ cells. This may reflect a reduced and greatly reduced ability of doxorubicinol to enter MCF-7_CC12_ and MCF-7_DOX2-12_ cells, respectively. When microscope settings were adjusted to improve detection of these weak signals (Figure 5B), it was clear that doxorubicinol, unlike doxorubicin, localized outside of the nucleus in both cell lines, suggesting that the metabolite cannot reach or bind its target. This raises the prospect that some of the extra nuclear doxorubicin in MCF-7_DOX2-12_ cells may, in fact, be doxorubicinol or another fluorescent doxorubicin metabolite. However, the doxorubicin fluorescence in MCF-7_DOX2-12_ cells is much more concentrated in the perinuclear region and not as diffuse as doxorubicinol, suggesting the drug and its metabolite occupy distinct locations within cells.

**Figure 5:**
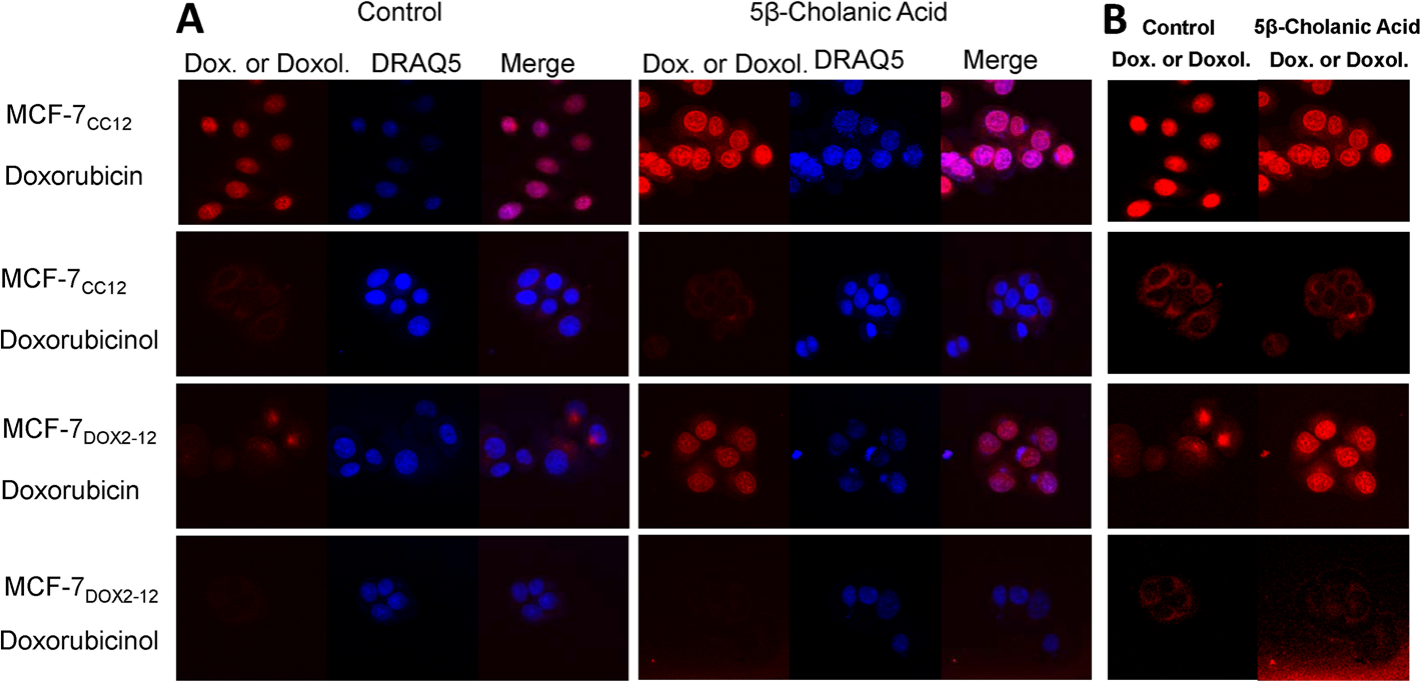
**Intracellular localization of doxorubicin and doxorubicinol in MCF-7**_**CC12**_**and MCF-7**_**DOX2-12**_**cells upon treatment with or without 5β-cholanic acid.** Cells were treated for 24 h with doxorubicin or doxorubicinol (red) in the presence or absence of the AKR1C2, AKR1C3, and AKR1B10 inhibitor 5β-cholanic acid. After treatment for 24 h, the nuclear dye DRAQ5 (blue) was added to the media as a counterstain for 15 minutes, and then coverslips were mounted and imaged by confocal fluorescence microscopy.

We then assessed whether co-treatment of cells with 5β-cholanic acid altered doxorubicin or doxorubicinol localization (Figure 5). Interestingly, 200 μM 5β-cholanic acid was able to completely restore doxorubicin localization to the nucleus of MCF-7_DOX2-12_ cells, suggesting that the conversion of doxorubicin to doxorubicinol does alter the drug’s ability to reach or bind its target. The same concentration of 5β-cholanic acid, however, had no effect on doxorubicinol localization in MCF-7_CC12_ and MCF-7_DOX2-12_ cells.

### Doxorubicinol fails to accumulate in MCF-7_CC12_ and MCF-7_DOX2-12_ cells

After incubation with 0.5 μM doxorubicin, we used high performance liquid chromatography to assess the level of doxorubicin and doxorubicinol in MCF-7_CC12_ and MCF-7_DOX2-12_ cells and in the medium in which they grew. As shown in Figure 6, there was no detectable doxorubicinol in doxorubicin-treated MCF-7_CC12_ cells or in their cell culture medium, suggesting minimal expression of AKRs or CBRs. However, we surprisingly did not detect any doxorubicinol in MCF-7_DOX2-12_ cells or their medium, despite their higher levels of expression of AKR isoforms in the cells. Added doxorubicinol to cells could be extracted and quantified in the medium and in cells (Figure 6A), suggesting that the negative result was not due to an inability of the method to detect doxorubicinol. Treatment of either cell line with 5β-cholanic acid did not affect the intracellular level of doxorubicinol or the levels of doxorubicinol in the media.

**Figure 6:**
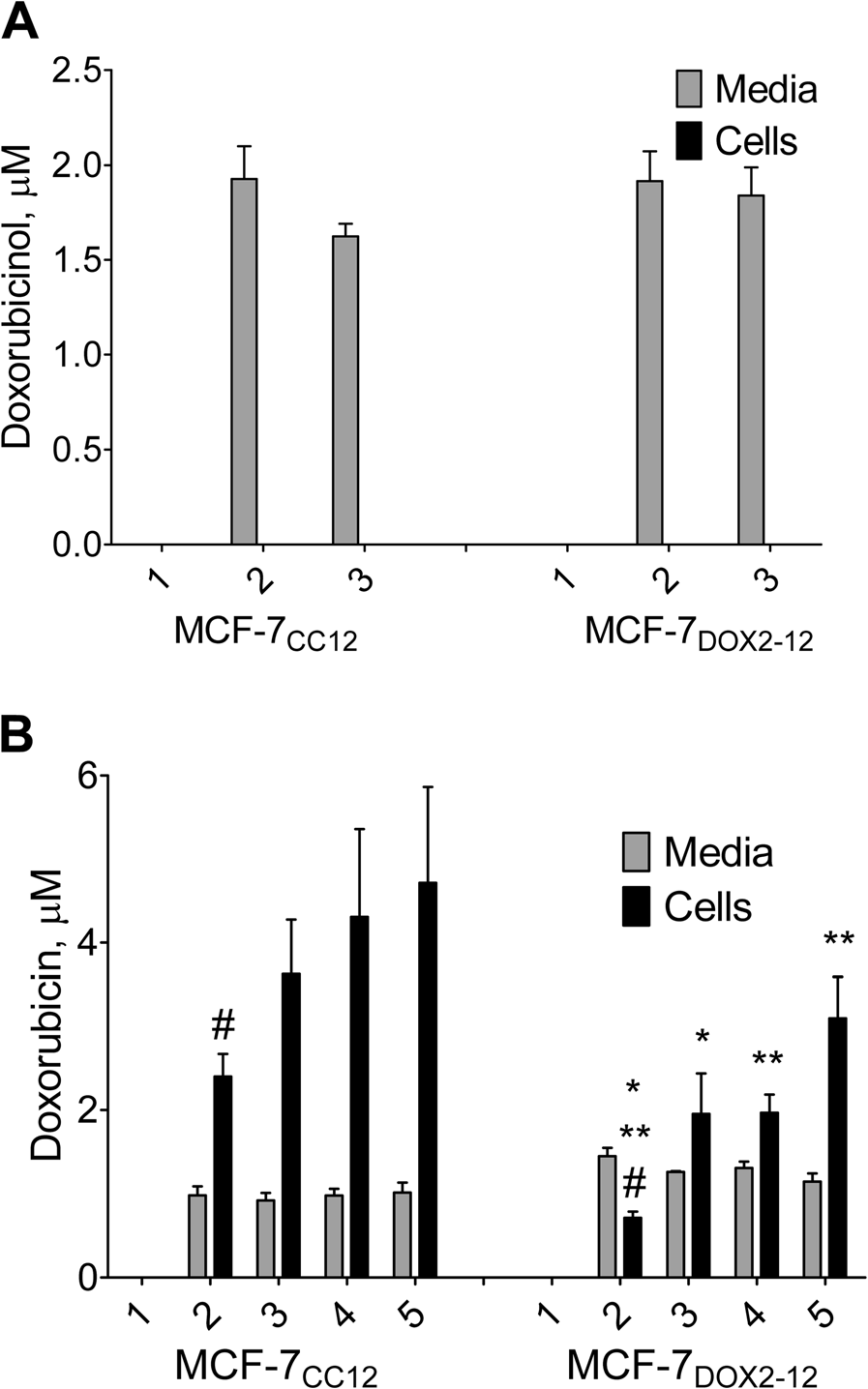
**Intracellular levels of doxorubicin or doxorubicinol in the presence or absence of 5β-cholanic acid or cyclosporine A, measured by HPLC.** MCF-7_CC12_ and MCF-_7DOX2-12_ cells were treated for 24 h with 0.5uM doxorubicin or doxorubicinol, 200uM 5β-cholanic acid, and/or 5uM cyclosporine A. After treatment, cellular and media extracts were prepared and assessed for doxorubicin or doxorubicinol content by HPLC: (**A**) Treatment with doxorubicinol and 5β-cholanic acid: 1 = no treatment; 2 = 0.5uM doxorubicinol; 3 = 0.5uM doxorubicinol and 200uM 5β-cholanic acid, (**B**) Treatment with doxorubicin, 5β-cholanic acid, and/or cyclosporine A: 1 = no treatment; 2 = 0.5uM doxorubicin; 3 = 0.5uM doxorubicin + 200uM 5β-cholanic acid; 4 = 0.5uM doxorubicin + 5uM cyclosporine A; 5 = 0.5uM doxorubicin + 200uM 5β-cholanic acid + 5uM cyclosporine A. The symbol # represents differences between MCF-7_CC12_ and MCF-7_DOX2-12_ cells (treatment 2) with a p value ≤ 0.01. The symbols * and ** represent significant differences between treatments at p values of ≤ 0.05 and ≤ 0.01, respectively.

### Intracellular levels of doxorubicin are significantly altered upon treatment of MCF-7_DOX2-12_ cells with 5β-cholanic acid and/or cyclosporine A

Treatment of MCF-7_CC12_ cells with 5β-cholanic acid and the pan ABC transporter inhibitor cyclosporine A increased cellular doxorubicin content by 51% and 80%, respectively (Figure 6B). Addition of both agents increased doxorubicin content to almost twice that of untreated cells, but none of the above differences in doxorubicin content were considered statistically significant. In contrast, 5β-cholanic acid or cyclosporine A significantly increased doxorubicin content in MCF-7_DOX2-12_ cells by 2.8-fold (Figure 6B). Treatment of MCF-7_DOX2-12_ cells with both 5β-cholanic acid and cyclosporine A increased cellular doxorubicin content to levels 4.4-fold higher than untreated cells (Figure 6B). These differences relative to untreated cells were found to be highly significant, and are likely due to the increased expression of AKRs [17] and ABC drug transporters known to be over-expressed in MCF-7_DOX2-12_ cells, including Abcc1 [27].

### Doxorubicinol binds to DNA with lower affinity than doxorubicin

We theorized that doxorubicinol does not localize to the nuclei of MCF-7_CC12_ and MCF-7_DOX2-12_ cells because the hydroxylation of doxorubicin reduces its affinity for DNA. To test this hypothesis, we compared the DNA binding parameters of doxorubicin and doxorubicinol using a binding displacement assay described in Methods. As shown in Figure 7 and Additional file 3: Table S3, both B_max_ and K_app_ were substantially different between doxorubicinol (0.667 ± 0.013 and 0.679 ± 0.034 μM, respectively) and doxorubicin (0.903 ± 0.012 and 0.412 ± 0.017 μM, respectively), suggesting that, on a molar basis, doxorubicinol binds to DNA with a much lower affinity and capacity than doxorubicin.

**Figure 7:**
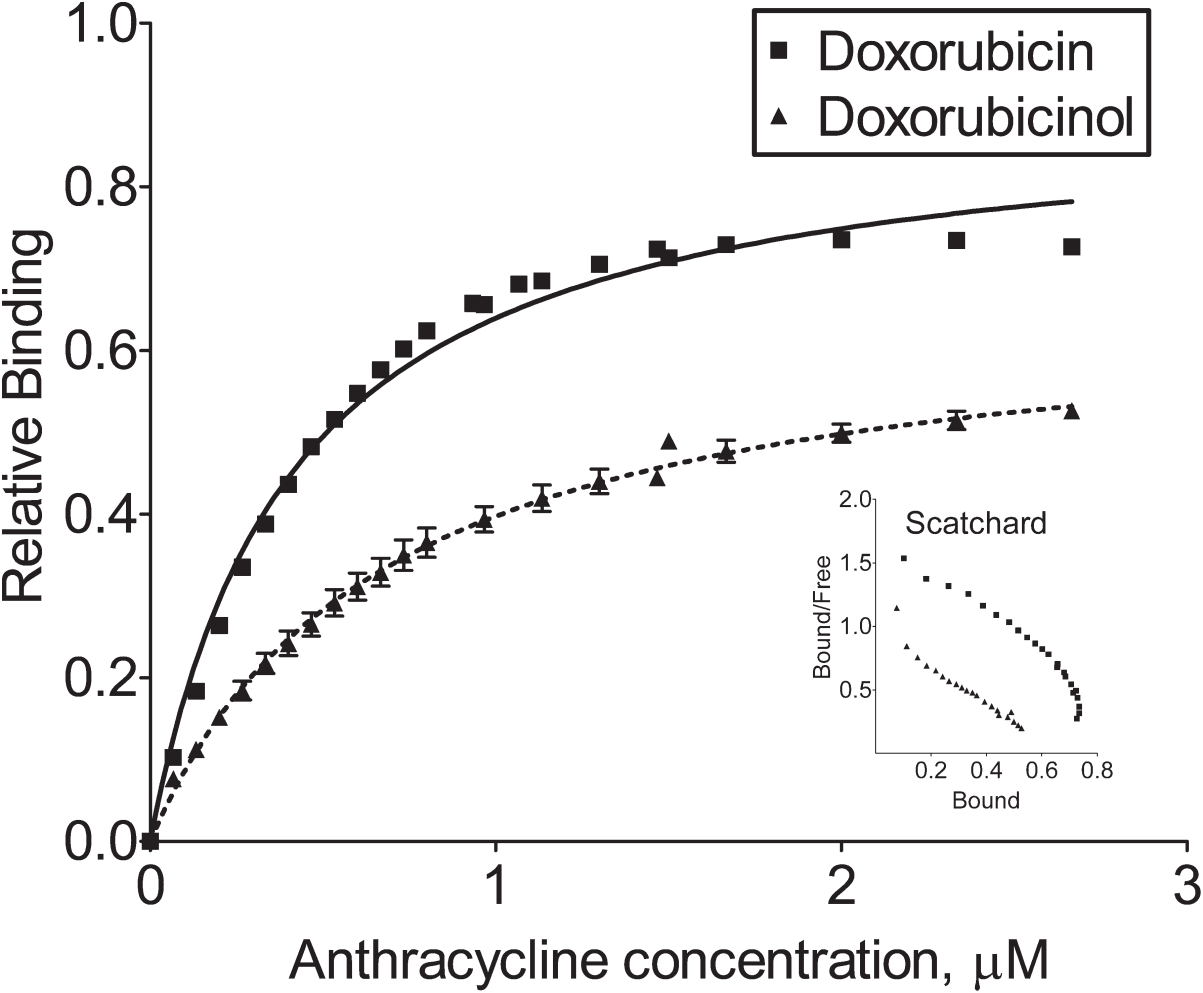
**Relative DNA binding affinity of doxorubicin and doxorubicinol measured by a FID assay.** Relative DNA binding affinity of doxorubicin and doxorubicinol was measured by adding consecutive aliquots of either doxorubicin or doxorubicinol to ethidium bromide-saturated salmon sperm DNA. Addition of the doxorubicin or doxorubicinol displaced the ethidium bromide and resulted in a progressive net decrease in fluorescence at excitation 545 nm and emission 595 nm.

## Discussion

### Use of the binomial statistic to interpret the significance of pathways in gene expression data

DNA microarray, high throughput quantitative PCR, and other gene profiling approaches have been highly useful in identifying differences in gene expression between cells or tumours responding to chemotherapy agents and those that do not. Unfortunately, the false discovery rate for such approaches is quite high, largely due to the identification of a large number of “passenger genes” unrelated to drug response. A wide variety of pathway analysis tools exist today, some manually curated, and some created primarily through machine learning. PharmGKB [28], Ariadne Pathway Studio [29], Reactome [30], Ingenuity Pathway Analysis (http://www.ingenuity.com/), GenMAPP [31], and DAVID [32], are examples of available tools which can be used to map changes in gene expression to alterations in biochemical pathways. The difficulty with this approach is the sheer size of the data sets, the large number of documented pathways, and the complex statistics required to determine the significance of findings. In this study we elected to use a simple model to examine the biology of doxorubicin resistance, namely looking for “over-representation” of doxorubicin pharmacokinetic and pharmacodynamic genes in datasets of genes having altered expression in doxorubicin resistance.

In order to assess the feasibility of this approach and to survey the broadest number of genes, we used Agilent full genome microarrays containing 27,958 Entrez gene probes, unlike our previous study of only 1720 gene probes [17]. This approach helped to uncover a number of AKRs induced during selection for doxorubicin resistance, including AKR1C1, AKR1B1, AKR1B10, and AKR1C3. Their expression was elevated between 4.5- and 13.4-fold (Additional file 1: Table S1). Given that the probes for these AKRs on the Agilent microarrays were not isoform-specific, we used RTqPCR with isoform-specific primers (Table 4) to determine that, upon selection for doxorubicin resistance, transcripts for AKR1C2, AKR1C3, and AKR1B10 were overexpressed 3.6-, 9.1-, and 10.4-fold, respectively (Figure 3). In addition to the AKRs, other over-represented genes (Figure 2) provide further insight into other proteins that likely contribute to doxorubicin resistance. For example, *NQO1* codes for NAD(P)H dehydrogenase quinone 1, which plays a role in converting doxorubicin to doxorubicin deoxyaglycone or to doxorubicin semiquinone (Figure 2). Its 3-fold increase in expression might therefore increase the conversion of doxorubicin to these metabolites as well. 

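NQO1 was 3.02-fold higher in MCF-7_DOX2-12 cells (log2 1.59, standard error 0.19, n = 3 labelling sets, adjusted p = 0.0047 from limma), and higher on all 16 arrays. Its probe lies on chromosome 16 of hg19 from 69744274 to 69744333 and was well above background in both lines on every array. The 3 set values, 1.45, 1.70 and 1.63 on the log2 scale, had an SD of 0.13. The call is lost without set 2 and under the settings in which no gene passes.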

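ABCC1, which exports doxorubicin and glutathione conjugates, was 8.29-fold higher in MCF-7_DOX2-12 cells (log2 3.05, standard error 0.23, n = 3 labelling sets, adjusted p = 0.0027 from limma). It was higher on all 16 arrays. The list of ABC transporters has 46 measured genes and also holds TAPBP, a chaperone of the TAP transporter. ABCC1 was the only one called (2 higher when adjusted over the list alone). The list's median and mean differ in sign (log2 -0.09 and 0.09), but the median over all genes was itself -0.097. ABCG2, another drug efflux pump, was at log2 1.22 (standard error 0.20, adjusted p = 0.013) and ABCD3, a peroxisomal transporter, at 0.69 (standard error 0.21, adjusted p = 0.0959); the second ABCD3 probe gave 2.27-fold. ABCA1, a cholesterol exporter, was not well above background in MCF-7_CC12 cells on any array and at least 2.06-fold higher in MCF-7_DOX2-12 cells (adjusted p = 0.0267). That bound is the mean of MCF-7_DOX2-12 over the lowest signal measurable on each array, and it is open to dye bias because set 1 has no reverse arrays. It is not met throughout: set 3 gave 1.52-fold, and the log2 ratio of ABCA1 is 0.28 with normexp and loess, 1.38 without set 2 and 3.12 without set 3. These ratios are themselves set against an MCF-7_CC12 signal that is not well above background, so they are not exact. ABCB1, the P-glycoprotein gene, chosen after its values were seen, was well above background in MCF-7_DOX2-12 cells on 1 of 16 arrays. ABCG2 is called with median centring, without set 3 and with the arrays as observations. Normexp with loess lowers the ABCC1 log2 ratio to 1.79 and ends its call.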

Transcripts for the drug efflux pump Abcc1 were also upregulated 8.3-fold, as well as transcripts for other ATP-binding cassette (ABC) transporters such as Abcd3, Abcg2, and Abca1. In addition, a gene (*SLC22A15*) homologous to the solute carrier protein Slc22a16 (which promotes doxorubicin uptake into cells [33]) was found to be down regulated by 2.8-fold. 

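SLC22A15 was 2.83-fold lower in MCF-7_DOX2-12 cells (log2 -1.50, standard error 0.20, n = 3 labelling sets, adjusted p = 0.0069 from limma), and lower on all 16 arrays. It was the only one of 28 SLC22 and SLCO uptake carriers called (1 higher and 1 lower when adjusted over the list alone). SLC22A16 itself was not well above background in either line on any array. The SLC22A15 call is lost without set 2 and where no gene passes, and its log2 ratio is -0.77 with normexp and loess.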

The combined changes in the expression of ABC transporters and solute carrier proteins would be expected to reduce doxorubicin accumulation into cells. The gene for catalase (*CAT*) was found to be upregulated 3.6-fold in MCF-7_DOX2-12_ cells. 

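CAT was 3.58-fold higher in MCF-7_DOX2-12 cells (log2 1.84, standard error 0.22, n = 3 labelling sets, adjusted p = 0.0050 from limma), and higher on all 16 arrays. Its log2 value was 1.32 in set 1, 2.11 in set 2 and 2.09 in set 3. Of 27 enzymes that remove reactive oxygen species, CAT was the only one called, also when adjusted over the list alone. SOD3, extracellular superoxide dismutase, was at log2 -1.31 (standard error 0.31, adjusted p = 0.0433) and well above background in MCF-7_DOX2-12 cells on 2 of 16 arrays. The list was not shifted by camera (adjusted p = 0.132). The CAT call is lost without set 2 and where no gene passes.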

Since its gene product helps protect cells from oxidative damage by reactive oxygen species [34], its elevated expression would protect cells from reactive oxygen species known to be generated by doxorubicin. Genes associated with the cardiotoxicity of doxorubicin (through negative effects on mitochondrial function when converted to doxorubicinol) also have altered expression in breast tumour cells upon selection for doxorubicin resistance, including ACO1, ATPS, CYCS, and ATP2B4 (Figure 2 and Additional file 1: Table S1).

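Of the 4 genes, ATP2B4, a plasma membrane calcium pump, was called, at 5.09-fold higher in MCF-7_DOX2-12 cells (log2 2.35, standard error 0.22, n = 3 labelling sets, adjusted p = 0.0031 from limma). ACO1, the cytosolic aconitase, was at log2 1.42 (standard error 0.23, adjusted p = 0.0135) and ATP5S (now DMAC2L), taken as the gene written ATPS, at -1.04 (standard error 0.19, adjusted p = 0.0178). CYCS, cytochrome c, was at 0.08 (standard error 0.20, adjusted p = 0.828) on its brightest probe, while its other 3 probes lay between 1.25-fold and 2.54-fold, the last of these called (adjusted p = 0.0093). The annotation lists CYCS for these 3 probes, but no transcript of a known gene for the brightest. The other probe of ACO1 was called at 3.00-fold (adjusted p = 0.0075), and that of ATP2B4 was not, at 2.32-fold (adjusted p = 0.0733). This ATP2B4 probe was not well above background in MCF-7_CC12 cells on any array. None of 17 subunits of the mitochondrial ATP synthase was called (1 lower when adjusted over the list alone; median log2 0.01, mean -0.07; camera, adjusted p = 0.907). ACO1 and ATP5S are called with the arrays as observations, and CYCS has the opposite sign without set 1 or set 2. The ATP2B4 log2 ratio is 1.47 with normexp and loess, which ends its call.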

Of the above-described changes in gene expression, the greatest were for the AKRs. 

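Of the 27 genes the study names that were measured, AKR1B10 and AKR1B1 had the 2 largest fitted ratios by size, and AKR1C1 and AKR1C3 stood at places 5 and 6. ABCC1 and ATP2B4 lay between these pairs. The order depends on the processing and on the sets: with the mean of all probes ATP2B4 was at 3.44-fold, below AKR1C3 (4.71) and AKR1C1 (4.44), and without dye correction of set 1 it stood at place 7. That mean takes in an ATP2B4 probe that was not well above background in MCF-7_CC12 cells on any array, so its value is uncertain. Without set 2, ABCC1 (7.77-fold) passed AKR1B1 (6.41-fold), without set 3 AKR1C3 stood at place 9, and with normexp and loess AKR1C1 stood first (log2 2.20) and AKR1B1 (1.62) below ABCC1 (1.79).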

Evidence provided in this study supports their substantial role in doxorubicin resistance in tumour cells *in vitro*, and possibly in the tumours of cancer patients. While many of the changes in gene expression identified in our microarray study likely play a *bona fide* role in doxorubicin resistance (given their roles in cells), some of the identified genes may not be the “drivers” of drug resistance, but change expression through the altered expression of the driver genes.

### Role of the AKRs in resistance to doxorubicin

A role for AKRs in xenobiotic and anthracycline metabolism has already been well established in the literature [21,35-37]. We also published previously that aldo-keto reductases (AKRs) are overexpressed upon acquisition of anthracycline resistance, that doxorubicin localization to the nucleus is altered in doxorubicin-resistant cells, and that inhibition of AKRs restores doxorubicin sensitivity in doxorubicin-resistant cells [17]. However, the current study significantly extends these observations in many respects. For example, it reveals that the expression of other members of the AKR family is elevated as breast tumour cells acquire resistance to doxorubicin. This would further increase the production of doxorubicinol and its possible conversion to other downstream metabolites. Moreover, our study provides a detailed comparison between doxorubicin and doxorubicinol in terms of their cytotoxicity, subcellular localization, and DNA binding activity.

Interestingly, despite having identical fluorescence capacities, cellular levels of doxorubicinol in both MCF-7_CC12_ and MCF-7_DOX2-12_ cells was considerably lower than that of doxorubicin (as measured by cellular fluorescence intensity after drug administration and washing away free drug not taken up by cells). This decreased doxorubicinol uptake may be because hydroxylated doxorubicin is more polar and less able to traverse the hydrophobic plasma membrane. Moreover, even if the confocal microscope settings are modified to allow greater sensitivity to detect cellular doxorubicinol, doxorubicinol was found not to be localized to the nucleus in both MCF-7_CC12_ and MCF-7_DOX2-12_ cells. This indicates that the differential localization of doxorubicin between MCF-7_CC12_ and MCF-7_DOX2-12_ cells may be due to the strongly elevated conversion of doxorubicin to doxorubicinol (or other fluorescent metabolites) in MCF-7_DOX2-12_ cells. This may be why “doxorubicin” had an altered location in anthracycline-resistant cells in our previous study. The fluorescence observed in lysosomes may be that of doxorubicin, but also of doxorubicinol and other fluorescent doxorubicin metabolites. Consistent with this view, and not reported in our previous study, the administration of the AKR inhibitor 5β-cholanic acid significantly restored “doxorubicin” localization to the nucleus. More likely the inhibitor prevented doxorubicin conversion to doxorubicinol, permitting more doxorubicin to be retained within the nucleus.

What could account for the decreased localization of doxorubicin to the nucleus? We report in the current study that doxorubicinol has significantly lower ability to bind to DNA than doxorubicin (altered B_max_ and K_app_)_._ The conversion of doxorubicin to doxorubicinol by AKRs would result in reduced binding to DNA and hence less ability of the drug to remain associated with the nucleus. In our previous study, we did not differentiate between the cellular localization of doxorubicin and doxorubicinol.

One surprising finding in our study was the lack of detection of significant doxorubicinol in MCF-7_DOX2-12_ cells (Figure 6). This was despite the elevated expression of a number of AKRs in the cell line (Figure 3), which would be expected to covert doxorubicin to doxorubicinol. And yet, the addition of 5β-cholanic acid with doxorubicin increased the cellular content of doxorubicin (Figure 6), supporting the observation that 5β-cholanic acid is able to block the conversion of doxorubicin to doxorubicinol. What may account for the discrepancy in these points of view? One possibility is that 5β-cholanic acid blocks the efflux of doxorubicin by drug transporters (possibly Abcc1), thereby increasing the retention of doxorubicin in cells. One argument against this hypothesis is that both 5β-cholanic acid and cyclosporine A increased cellular doxorubicin content (Figure 6), the latter being a known inhibitor of Abcc1 function [38]. The combination of both agents increased cellular doxorubicin content further, suggesting that they were acting by distinct mechanisms. Moreover, unlike 5β-cholanic acid (Figure 4), addition of cyclosporine A had no effect on the cytotoxicity of doxorubicin in MCF-7_DOX2-12_ cells, as measured in a clonogenic assay [27]. Finally, another inhibitor of AKR catalytic activity with a structure very distinct from cyclosporine A (flufenamic acid) also restored doxorubicin cytotoxicity and nuclear localization in MCF-7_DOX2-12_ cells (data not shown). This suggests that it is the ability of these agents to inhibit AKR activity that is responsible for the restoration of drug cytotoxicity. An alternative argument is that the doxorubicinol, once formed, is further metabolized, such that the metabolite is not retained in the method used to extract cellular doxorubicin and doxorubicinol for HPLC-based measurements. Thus, doxorubicinol would not be seen to accumulate in MCF-7_DOX2-12_ cells.

Despite the ability of both cyclosporin A and 5β-cholanic acid to increase cellular doxorubicin content in MCF-7_DOX2-12_ cells, why was only the latter agent able to appreciably restore doxorubicin cytotoxicity? Increasing the cellular content of doxorubicin by the cyclosporine-mediated reduction of drug efflux may not sufficiently increase its cytotoxicity if the additional cellular doxorubicin is rapidly converted to doxorubicinol by the elevated expression of AKRs and/or if the additional doxorubicin is sequestered into lysosomes. In contrast, AKR inhibition may block all conversion of doxorubicin to doxorubicinol, such that any drug entering the cell remains as doxorubicin and is able to rapidly reach the nucleus, before being sequestered.

## Conclusions

Using a full genome approach, this study provides important new insight into pharmacokinetic and pharmacodynamic pathways that are altered upon selection of cells for resistance to doxorubicin. In addition to our previously reported finding of increased expression of the AKR 1C isoforms [17], the current study reveals other changes in gene expression that would be expected to affect the cytotoxicity of doxorubicin. This includes genes that may: decrease uptake of doxorubicin (SLC22A15), enhance efflux of doxorubicin (ABCC1, ABCG2, ABCD3, ABCA1), enhance conversion of doxorubicin to doxorubicinol (AKR1B10, AKR1B1), doxorubicin deoxyaglycone or doxorubicin semiquinone (NQO1), and inhibit the ability of doxorubicin to damage tumour cells through the generation of reactive oxygen species (CAT). Moreover, this study provides an in-depth comparison of the biochemical properties of doxorubicin versus doxorubicinol. While the former is highly cytotoxic, has high DNA binding affinity, and localizes to the nucleus in wildtype breast tumour cells, doxorubicinol is over a million times less cytotoxoic, has significantly reduced DNA binding activity, and is retained in the cytoplasm or lysosomes of cells. We also show that the administration of AKR inhibitors with doxorubicin in MCF-7_DOX2_ cells substantially restores both drug localization to the nucleus and drug cytotoxicity. Interestingly, doxorubicinol is highly cardiotoxic, and it is believed that doxorubicinol is responsible for the cardiotoxicity associated with doxorubicin chemotherapy [39,40]. Since the AKR inhibitor 5β-cholanic acid is a well-tolerated naturally occurring bile acid in humans, and since flufenamic acid has been used in clinical trials with manageable toxicities [41], there may be significant value in conducting clinical trials in which either 5β-cholanic acid or flufenamic acid are co-administered with doxorubicin during chemotherapy. Results in this study would suggest that these AKR inhibitors may increase tumour levels of doxorubicin and block cardiotoxicity induced by doxorubicin conversion to doxorubicinol. This may dramatically improve the therapeutic index of doxorubicin when administered to cancer patients and improve the duration of clinical response for this otherwise highly effective chemotherapy drug.

## Methods

### Supplies and reagents

Supplies and reagents used in this study came from a variety of sources. Unless otherwise noted, Sigma (St. Louis, MO) was the supplier.

### Cell culture

MCF-7 breast adenocarcinoma cells were obtained from the American Tissue Culture Collection (ATCC) (lot HTB-22) and selected for resistance to doxorubicin (Pfizer Pharmaceuticals, St. Laurent, QC) as previously described [27]. Briefly, doxorubicin-sensitive, wildtype MCF-7 cells were grown in progressively increasing concentrations of doxorubicin from 1000x below the IC_50_ for the drug in parental MCF-7 cells (dose 1) to its maximally tolerated dose (dose 12) in 1.5- or 3-fold increments, with retention of cells surviving the greater of the two doses. Cells selected for survival in the varying doses of doxorubicin were termed MCF-7_DOX2_ cells. A “co-cultured control” cell line was selected under identical conditions in the absence of drug (MCF-7_CC_ cells)_._ These cells served as a control to help identify changes in gene expression due to long-term cell culture. The highest dose level to which cells were selected are indicated in the subscript of the cell line name. For example, MCF-7_DOX2-12_ cells refers to cells selected to the 12^th^ dose level of doxorubicin. The 2 in the subscript is to prevent confusion with a previously isolated doxorubicin-resistant cell line in our laboratory (MCF-7_DOX_). All cells used in this study were selected to dose level 12 (0.1 μM doxorubicin). Cells were grown in high-glucose DMEM medium (Fisher Scientific, Nepean, ON) supplemented with penicillin-streptomycin (Fisher) and 10% fetal bovine serum (Fisher) in 75 cm^2^ tissue culture flasks (Sarstedt Canada, Montreal, QC), unless otherwise noted. Cells were maintained at 37°C in air supplemented with 5% CO_2_ in a humidified environment. Cells were passaged weekly, with a medium change once between passages. Drug-resistant cells were maintained in medium containing doxorubicin at their selection dose.

### Microarray analysis

Changes in gene expression between MCF-7_CC12_ and MCF-7_DOX2-12_ cells were identified by microarray analysis using Agilent 4x44k whole human genome arrays (product number G4112F; Agilent Technologies, Mississauga, ON). These arrays enabled us to determine the level of expression of 27,958 human Entrez genes (close to the entire genome). Five hundred ng of total RNA, isolated with a Qiagen RNeasy kit (Mississauga, ON), was used for each sample. The RNA was then labeled with Cy3 or Cy5 using an Agilent Quick Amp labeling kit (Product #5190-0444). Hybridization was performed as per the manufacturer’s protocol. Experiments were repeated using multiple batches of labeled RNA, with both forward and reverse-labeling to account for dye bias, for a total of 16 two-colour arrays. The microarrays were scanned, and feature extraction and background intensity corrections were performed with Agilent software (v.10.7.3.1). Using Partek Genomics suite (St. Louis, MO) to perform a 4 way ANOVA using the Method of Moments [42], a list of genes significantly over- or under-expressed in MCF-7_DOX2-12_ cells relative to MCF-7_CC12_ cells. The false discovery rate was set at 0.01, with only genes changing expression by ≥ 2-fold being noted. The four variables assessed in the 4 way ANOVA were the cell line (MCF-7_CC12_ cells versus MCF-7_DOX2-12_ cells), the dye used (Cy3 versus Cy5), the experimental batch of arrays (to address batch effects) and the arrays themselves to address random effects. The input file was the data from all 16 two-colour arrays comparing gene expression between MCF-7_DOX2-12_ and MCF-7_CC12_ cells. The model used was: Yijklm = μ + Cell line (i) + Dye (j) + Exp batch (k) + arrays (random effect) (kl) + εijklm, where Yijklm represents the mth observation on the ith Cell line jth Dye kth Exp batch lth arrays, μ is the common effect for the whole experiment, εijklm represents the random error present in the mth observation, on the ith Cell line, jth Dye, kth Exp batch, lth arrays. The errors εijklm were assumed to be normally and independently distributed , with mean 0 and standard deviation δ for all measurements. Arrays and Exp batch were considered random effects. Normalized expression was transformed to the base 2.0, with p values reported for significance of differences in the expression of each gene. The output of the analysis was a p value for the significance of the observed fold change in expression of a particular gene and for the mean ratio of expression of a particular gene between the two cell lines. The microarray data was deposited in the NCBI Gene Expression Omnibus (GEO) database, accession number GSE27254) in accordance with MIAME standards [15]. The url to access this data is: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=dbezngycywquuhm&acc=GSE27254.

To confirm the isogenic nature of the two cell lines, a Significance Analysis of Microarrays (SAM) plot was created using the freely-available microarray software TM4 suite [43], with the following workflow:

(1) Agilent raw data was converted to .MEV format using TIGR Express Converter v2.1.

(2) The MEV files were then normalized using TIGR MIDAS v2.22 and a LOWESS normalization filter with flip-dye consistency checking where appropriate.

(3) A one-class Significance Analysis of Microarrays (SAM) analysis was performed using TIGR MEV v4.6.1.

For pathway analysis, the list of significant differentially-expressed genes generated by Partek Genomics Suite was compared to a curated list of genes, transcripts or proteins shown to be involved in doxorubicin pharmacokinetics and pharmacodynamics in tumour cells or cardiomyocytes, available from the Pharmacogenomics Knowledge Base (PharmGKB) [16,28]. These lists were then compared in S-Plus (v8.0) using the binomial statistical test as previously described [14].

### RNA extraction, reverse transcription, and quantitative polymerase chain reaction

Given that the 1C and 1B AKR isoforms are highly conserved and that the probes for the 1C and 1B AKR transcripts on the Agilent 4X44 microarrays were not isoform-specific, we designed isoform-specific 1C and 1B primers to accurately quantify the levels of expression of the various 1C and 1B transcripts. These primers (Table 4) and isoform-specific primers for the carbonyl reductases (which also convert doxorubicin to doxorubicinol) were used in RTqPCR experiments. Total RNA was extracted from the MCF-7_CC12_ and MCF-7_DOX2-12_ cell lines using a Qiagen RNeasy kit (Mississauga, ON), reverse transcribed, and the cDNAs amplified using an ABI 7900HT quantitative PCR machine and SYBR Green 1 detection chemistry as described previously [44]. After RNA extraction and before reverse transcription, RNA was quantified and quality ensured using an Agilent Bioanalyzer 2100 RNA nano kit. 2 μg of RNA was then DNase I (Invitrogen) treated. For reverse transcription, either MMLV reverse transcriptase (Invitrogen, Burlington, ON) and an oligo-dT_20_ primer, or Superscript III reverse transcriptase (Invitrogen) and an AKR1C-specific reverse transcription primer were used, all according to the manufacturer’s protocol. The cDNA was then stored at −20°C until analysis via the ΔCT method. All experiments were performed according to MIQE standards [45]. Primers used for reverse transcription or to amplify specific cDNAs are described in Additional file 4: Table S4.

### Protein extraction and quantification

Ten cm plates of cells (cultured for 2 passages without drug to 80% confluence) were rinsed twice in Dulbecco’s PBS, removed of excess liquid using a pipette tip, and placed on ice. Three hundred to 1000 μl of RIPA buffer (10 mM Tris–HCl, 1% sodium deoxycholate, 0.1% SDS, 1% Triton X-100, 150 mM NaCl, pH 7.5) with added Complete™ protease inhibitors (Roche Diagnostics, Laval, QC) were added to each plate, and the plates scraped with a cell scraper. The resulting crude lysate was passed through a 21 gauge needle 5 times. The lysate was incubated on ice for 30 minutes and then centrifuged for 20 minutes at 13.2 × 10^3^ ×*g* at 4°C. The supernatant was retained and stored at −80°C. Protein concentrations in extracts were measured using a BCA protein quantification kit (Pierce Bioscience) using standard solutions of Bovine Serum Albumin (BSA).

### Western blotting

Forty μg of protein were diluted in 6x Laemelli loading buffer and loaded onto a 10% SDS-PAGE gel with a 4% stacking gel. The gel was also loaded with 5μL of Bio-Rad (Mississagua, ON) dual colour protein marker. The gels were subjected to electrophoresis in a Bio-Rad mini tetra system at 80 V for 30 minutes and then at 120 V for an additional 1 h. The gels were removed and the gel proteins transferred to nitrocellulose membranes (GE Healthcare, Baie d’Urfe QC) using a Bio-Rad semi-dry electroblotting apparatus for 1 h at 12v. Membranes were then stained with 0.5% Ponceau S in 1% acetic acid to confirm transfer efficiency and even protein loading. The membranes were blocked in 5% skim milk powder (Carnation) in 0.1% TBST (20 mM Tris–HCl, 150 mM NaCl, 0.05% Tween 20, pH 7.5) for 1 h at room temperature, and then incubated overnight at 4°C with an isoform specific mouse monoclonal anti-AKR1C3 antibody [46] (Sigma) at a 1:2,000 dilution in 5% skim milk powder in TBST. The membranes were then washed with TBST for 15 minutes, and incubated in HRP-conjugated goat anti-mouse secondary antibody (Santa Cruz Biotechnology Inc., Santa Cruz, CA) at a 1:10,000 dilution in 5% skim milk powder in TBST for 1 h at room temperature. Membranes were again washed in TBST for 15 minutes and subjected to 3 × 5 minute final washes in TBS before being covered in ECL solution (Santa Cruz Biotechnology Inc.) and imaged using a gel documentation system (Alpha Innotech) for 10 minutes. An identical procedure using a mouse monoclonal anti-β-tubulin antibody (Santa Cruz Biotechnology Inc.) at a 1:10,000 dilution was used to monitor β-tubulin levels in the extracts as a loading control.

### Confocal microscopy

Cells were plated on #1 coverslips placed in 6-well plates and allowed to adhere overnight before being treated. Treatment consisted of addition of 0.5 μM doxorubicin or doxorubicinol (Toronto Research Chemicals Inc., North York, ON), and either 200 μM 5β-cholanic acid (Steraloids, Newport, RI) or DMSO as a vehicle control. After the 24 h treatment, DRAQ5 (Biostatus, Leicestershire, UK) was added to the culture media for 15 minutes as a nuclear counterstain. The coverslips were rinsed gently in 3 sequential PBS washes and sealed onto standard microscope slides using clear nail polish. After the nail polish dried, cells were observed using a Zeiss LSM 510 META confocal laser scanning microscope using an argon-ion laser at a 488 nm wavelength band for excitation of doxorubicin and doxorubicinol and using a 560 nm long-pass filter to detect intrinsic fluorescence of doxorubicin and its metabolites. A 633 nm laser with a 650 nm long-pass filter was used to detect DRAQ5 fluorescence.

### High-performance liquid chromatography

Cells (8.0 × 10^6^ cells per 10 cm plate) were allowed to adhere overnight, after which they were treated with 0.5 μM doxorubicin or 0.5 μM doxorubicinol (with or without 5 μM cyclosporine A and/or 200 μM 5β-cholanic acid) for 24 h. After this time period, the media was decanted (with 0.5 mL reserved for HPLC analysis), and the plates were rinsed twice in PBS. One mL of a 0.2 M Na_2_HPO_4_ solution, pH 8.5, was added to the plates and the cells were scraped off of the plate. A 0.5 ml volume of the same solution was added to the 0.5 mL of reserved media. Each sample was then added to 4 mL of a 9:1 v/v chloroform:n-heptanol mixture in a polypropylene 15 mL centrifuge tube and shaken on a mixer for 20 minutes, after which the samples were centrifuged for 10 minutes at 2000× *g* at 20°C. The bottom organic layer was then aspirated from the tube using a glass 5 mL pipette and dispensed into a new 15 mL centrifuge tube containing 250uL of 0.1 M ortho-phosphoric acid. Each tube was then mixed on a vortex mixer for 30 seconds before being centrifuged for 2 minutes at 2000× *g*. The top 200μL of the upper aqueous layer was then removed and stored at −80 degrees Celsius for later analysis.

Separations were performed using a revised gradient elution based on a previously described isocratic method [17] on a Waters Alliance e2695 system with a Waters 2475 fluorescence detector set at 480 nm excitation and 560 nm emission. Chromatographic conditions were the following: column: YMC CN 25 × 5 mm column; Eluent A: 10 mM NaH_2_PO_4_ pH 4.0, Eluent B: HPLC grade CH_3_CN; flow rate: 1.0 mL/min. The gradient program was as follows: 0 min = 20% B 80% A, 10 min = 50% B 50% A, 11 to 24 min = 20% B 80% A. The slope for each gradient change was linear.

### DNA binding affinity assay

The relative DNA binding affinity of doxorubicin and doxorubicinol was determined by using a fluorescent intercalator displacement assay [47]. Briefly, a quartz cuvette was filled with 3 mL of Tris buffer (0.1 M Tris, 0.1 M NaCl, pH 8.0; approximating conditions inside the nucleus) to which 4.4 μM ethidium bromide was added. A fluorescence reading (excitation: 545 nm, emission: 590 nm) was taken using a Perkin Elmer LS-50 fluorimeter; this constituted the baseline reading. Pre-sheared salmon sperm DNA (8.8 μM in base pairs) was then added to the cuvette, incubated for 5 minutes, and again the fluorescence was determined; this constituted the maximal or 100% reading. Aliquots of doxorubicin or doxorubicinol (0.067 μM) were added to the cuvette, incubated for 5 minutes, and the corresponding reading recorded. The background reading was subtracted for each reading and then divided by the maximal reading to determine per cent of maximal binding. These data were fit to curves to determine K_app_ and B_max_ values.

### Measurement of drug sensitivity

Drug sensitivity was assessed using a variation [48] of the standard clonogenic assay [49]. Briefly, for each condition, 12 × 25 cm^2^ flasks were plated with 2.5 × 10^5^ cells and left to adhere overnight. The next day, each flask was treated with a different concentration of doxorubicin, decreasing in 3-fold increments, from 3.0 × 10^-6^ M to 5.13 × 10^-11^ M, with a final flask receiving no doxorubicin. After 24 h, cells were trypsinized, pelleted, and resuspended in 300uL of medium which was then combined with 2.7 mL of methyl cellulose growth medium [2.6% methyl cellulose, (Shin-Etsu) and 30% FBS in IMDM (Princess Margaret Hospital)]. After being mixed thoroughly, the suspension was allowed to settle for 30 minutes before 1.2 ml of cells were introduced into 6-well tissue culture plates. Plates were incubated for 2 weeks and then 10 randomly selected fields in each well were counted at 40x magnification.

### Statistical analyses

Graphpad Prism (v5.0) was used for all statistical tests unless otherwise noted. Differences between treatment means were assessed using either a Student’s unpaired t-test or an unpaired 1-way Analysis of Variance (ANOVA) with Tukey’s Honestly Significant Difference (HSD) post-hoc test where appropriate. A p value ≤ 0.05 was considered significant.

## Abbreviations

ABCC1: ATP-binding cassette protein C1; AKR: Aldo-keto reductase; ANOVA: Analysis of variance; B_max_: Measure of the number of receptors for a particular drug; CBR: Carbonyl reductase; HPLC: High performance liquid chromatography; IC_50_: Concentration required to inhibit growth by 50%; K_app_: Apparent dissociation constant; MIAME: Minimum information associated with a microarray experiment; NQO1: NAD(P)H dehydrogenase, quinine 1; PCR: Polymerase chain reaction; PharmGKB: Pharmacogenomics Knowledgebase.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AH participated in writing of the manuscript and performed clonogenic experiments, HPLC experiments, doxorubicin binding assays, and statistical tests. BG performed all microarray experiments and analyzed the microarray data. JS performed the doxorubicin and doxorubicinol localization experiments by confocal microscopy. DM supervised HPLC experiments, including optimization of detection of doxorubicin metabolites. AP devised and supervised the performance of the study, acquired grant funding to support the study, and helped write and revise the manuscript. He is also the corresponding author for this manuscript. All authors read and approved the final manuscript.

## Source of funding

Canadian Institutes of Health Research (Grant MOP-8993 to A.M.P.)

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/381/prepub

## Supplementary Material

Additional file 1 **Table S1.**Genes associated with doxorubicin pharmacokinetics or pharmacodynamics in cancer cells or cardiomyocytes as identified in the PharmGKB knowledgebase. Those genes identical to and related to genes significantly changing expression upon acquisition of doxorubicin resistance in MCF-7 breast tumour cells by microarray analysis (false discovery rate of 0.01) are listed in bold regular font and bold italics font, respectively. The fold change in gene expression is also listed for upregulated (+) or down regulated (−) genes. Click here for file

Additional file 2 **Table S2.**Over-representation of doxorubicin pharmacokinetic or pharmacodynamic genes in the dataset of genes associated with the acquisition of doxorubicin resistance in MCF-7 breast tumour cells. The p values assessing the significance of this over-representation are depicted in parentheses, with statistically significant p values listed in bold font. Click here for file

Additional file 3 **Table S3.**Differences in doxorubicin and doxorubicinol DNA binding parameters. DNA binding by doxorubicin or doxorubicinol was compared in an ethidium bromide displacement assay as described in Materials and Methods. The B_max_ and K_app_ values for doxorubicin and doxorubicinol are listed, along with the p values for significant differences in their binding parameters (p < 0.05). Click here for file

Additional file 4 **Table S4.**Primers used for measurement of expression of candidate genes involved in doxorubicin hydroxylation by quantitative PCR. Forward and reverse primers recognizing aldo keto-reductases (AKRs) or carbonyl reductases (CRs) are listed, along with the primers for the reference gene *RPS28*. Click here for file

# Supplementary material for: Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization
**Source:** BMC Cancer. 2012 Aug 31;12:381. doi: 10.1186/1471-2407-12-381
**Supplement:** Additional file 1 — Table S1.Genes associated with doxorubicin pharmacokinetics or pharmacodynamics in cancer cells or cardiomyocytes as identified in the PharmGKB knowledgebase. Those genes identical to and related to genes significantly changing expression upon acquisition of doxorubicin resistance in MCF-7 breast tumour cells by microarray analysis (false discovery rate of 0.01) are listed in bold regular font and bold italics font, respectively. The fold change in gene expression is also listed for upregulated (+) or down regulated (−) genes.

*Table 1*

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| RPS28 | TCCATCATCCGCAATGTAAAAG | GCTTCTCGCTCTGACTCCAAA |
| AKR1A1 | GTCGGCAGATTGATGACATACTC | TGGCATTCCACCTGCAAGA |
| AKR1B1 | AGCCATGGCAAGCCGTCTC | GCACCACAGCTTGCTGACG |
| AKR1B10 | CAGCCCAGGTTCTGATCCGT | TGGTTGCCATCTCCTCATCA |
| AKR1C RT | N/A | CAGGGCAATCAGGGCTGGGG |
| AKR1C1 | GTAAAGCTTTAGAGGCCAC | ATAAGGTAGAGGTCAACATAA |
| AKR1C2 | GTAAAGCTCTAGAGGCCGT | CTGGTCGATGGGAATTGCT |
| AKR1C3 | GAAGTAAAGCTTTGGAGGTCA | GTCAACATAGTCCAATTGAGC |
| AKR1C4 | CAGAGGTTCCGAGGAACAG | GGACCATCTGTGGTTGAAAGA |
| AKR7A2 | GAGGACAAGGACGGGAAACAGC | CCTGTAGGTCTCAGCCCAGCTA |
| CBR1 | GAAGATTGGCGTCACCGTTC | GTCCCCTTTCCTCTGCTCACT |
| CBR3 | GGAAGGCTGGCCCAACTCAC | GCTTTCCTCTTCTCATCCAGACG |

# Supplementary material for: Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization
**Source:** BMC Cancer. 2012 Aug 31;12:381. doi: 10.1186/1471-2407-12-381
**Supplement:** Additional file 2 — Table S2.Over-representation of doxorubicin pharmacokinetic or pharmacodynamic genes in the dataset of genes associated with the acquisition of doxorubicin resistance in MCF-7 breast tumour cells. The p values assessing the significance of this over-representation are depicted in parentheses, with statistically significant p values listed in bold font.

*Table 2*

| Cancer Pharmacodynamics | | Cardio Pharmacodynamics | | Pharmacokinetics | | Combined | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| (18) | Fold Change | (24) | Fold Change | (12) | Fold Change | (46) | Fold Change |
| ***ABCA1***  ABCB1  **ABCC1**  ABCC2  ***ABCC13***  ***ABCD3***  **ABCG2**  **CAT**  ERCC2  GPX1  MLH1  MSH2  NFKB1  ***NFKBIZ***  NOS3  **NQO1**  RALBP1  ***SLC22A15***  SLC22A16  SOD1  ***SOD3***  TOP2A  TP53  XDH | 4.39  8.29  -2.62  2.27  2.33  3.58  2.30  3.02  -2.83  -2.47 | **ACO1**  AKR1A1  ***AKR1B1***  ***AKR1B10***  ***AKR1C1***  **AKR1C3**  ATP2A2  ATP5A2  ***ATP2B4***  ATP5B  ATP5C1  ATP5C2  ATP5D  ATP5E  ATP5F1  ATP5H  ATP5I  ***ATP5L***  ***ATP5S***  CBR1  CBR3  CYBA  **CYCS**  NCF4  NOS1  NOS2  NOS3  **RAC2**  RYR2  TOP2B | 2.84  10.03  13.42  4.46  4.71  3.71  2.04  -2.18  2.54  3.68 | AKR1A1  ***AKR1B1***  ***AKR1B10***  ***AKR1C1***  AKR1C2  ***AKR1C3***  CBR1  CBR3  NDUFS2  NDUFS3  NDUFS7  NOS2  NOS3  **NQO1**  POR  XDH | 10.03  13.42  4.46  4.71  3.02 | ***ABCA1***  ABCB1  **ABCC1**  ABCC2  ***ABCC13***  ***ABCD3***  **ABCG2**  **ACO1**  AKR1A1  ***AKR1B1***  ***AKR1B10***  ***AKR1C1***  AKR1C2  **AKR1C3**  ATP2A2  ATP5A2  ***ATP2B4***  ATP5B  ATP5C1  ATP5C2  ATP5D  ATP5E  ATP5F1  ATP5H  ATP5I  ***ATP5L***  ***ATP5S***  **CAT**  CBR1  CBR3  CYBA  **CYCS**  ERCC2  GPX1  MLH1  MSH2  NCF4  NDUFS2  NDUFS3  NDUFS7  NFKB1  ***NFKBIZ***  NOS1  NOS2  NOS3  **NQO1**  POR  **RAC2**  RALBP1  RYR2  ***SLC22A15***  SLC22A16  SOD1  ***SOD3***  TOP2A  TOP2B  TP53  XDH | 4.39  8.29  -2.62  2.27  2.33  2.84  10.03  13.42  4.46  4.71  3.71  2.04  -2.18  3.58  2.54  2.30  3.02  3.68  -2.83  -2.47 |

# Supplementary material for: Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization
**Source:** BMC Cancer. 2012 Aug 31;12:381. doi: 10.1186/1471-2407-12-381
**Supplement:** Additional file 3 — Table S3.Differences in doxorubicin and doxorubicinol DNA binding parameters. DNA binding by doxorubicin or doxorubicinol was compared in an ethidium bromide displacement assay as described in Materials and Methods. The Bmax and Kapp values for doxorubicin and doxorubicinol are listed, along with the p values for significant differences in their binding parameters (p < 0.05).

*Table 3*

| Pathway | False Discovery Rate = 0.01  Hits (P value) | |
| --- | --- | --- |
|  | Perfect Matches | Perfect or Partial Matches |
| Cancer Pharmacodynamics | 4/18 (0.1573) | 10/18 **(<0.0001)** |
| Cardio Pharmacodynamics | 3/24 (0.0732) | 10/24 **(<0.0001)** |
| Pharmacokinetics | 1/12 (1.0) | 5/12 **(0.0043)** |
| Total | 8/46 **(0.05)** | 20/46 **(<0.0001)** |

# Supplementary material for: Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization
**Source:** BMC Cancer. 2012 Aug 31;12:381. doi: 10.1186/1471-2407-12-381
**Supplement:** Additional file 4 — Table S4.Primers used for measurement of expression of candidate genes involved in doxorubicin hydroxylation by quantitative PCR. Forward and reverse primers recognizing aldo keto-reductases (AKRs) or carbonyl reductases (CRs) are listed, along with the primers for the reference gene RPS28.

*Table 4*

|  | B_max_ ± SEM | K_app_ (μM) ± SEM |  |
| --- | --- | --- | --- |
| Doxorubicin | | 0.903 ±0.012 | 0.412 ± 0.017 |
| Doxorubicinol | | 0.667 ±0.013 | 0.679 ± 0.034 |
| P value | | <0.0001 | 0.0144 |

How the deposited data were processed for this re-analysis (not part of the article)

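RNA of doxorubicin-resistant MCF-7_DOX2-12 cells and of MCF-7_CC12 control cells was compared on 16 two-colour Agilent arrays in 3 labelling sets on 5 slides. Set 1 held 8 forward arrays, and sets 2 and 3 held 2 forward and 2 reverse arrays each. All arrays of a set are technical replicates by their labels, and the labels state that RNA isolations were pooled before labelling. The files do not tell whether the sets come from separate cultures, so p-values cover the spread between sets and not that between independently selected lines.

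The authors made the deposited intensity values with Agilent Feature Extraction, which subtracted background, replaced the signal of dim spots by a surrogate and normalized the dyes by a linear and a lowess step within each array. The file headers name version 9.5.3.1 for set 1, 10.7.1.1 and 10.7.3.1 for set 2 and 10.7.3.1 for set 3. The deposited log10 values are red over green processed signals from the same software and served only to check the signals. The authors also deposited a table per probe from a 4-way ANOVA in Partek Genomics Suite, with cell line, dye, batch and array as terms. Each p-value of the deposited table is that of an ANOVA term and is not adjusted. The deposited ratio is MCF-7_DOX2-12 over MCF-7_CC12 on a linear scale, as the authors' ANOVA estimated it. The deposited fold change is a signed score that the authors' software derived from it, the ratio itself or -1 divided by the ratio where the ratio is below 1.

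Each array holds 43376 spots of gene probes. Its 1639 control spots were left out, as were spots that the software marked as outliers. The processed signals gave log2 ratios of MCF-7_DOX2-12 over MCF-7_CC12 for 41000 probes. Genes were taken by their name in the array annotation, and current symbols came from the accession for 26386 probes. The probe with the highest mean intensity stood for a gene, which gave 29846 genes, 18620 of them with a symbol in the reference table. Probe positions are those of the annotation on hg19.

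Forward and reverse arrays of sets 2 and 3 were averaged with equal weight. The dye effect of a set, estimated from the difference between both orientations, was averaged over these sets and subtracted from set 1, which has no reverse arrays. Dye effects of sets 2 and 3 had a correlation of 0.138 across genes, with SDs of 0.334 and 0.699 on the log2 scale, so the correction of set 1 is uncertain for single genes. The 3 set values were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with an intercept and empirical Bayes moderation. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a difference of at least 2-fold. For 28966 genes with a value on every array the estimate is, by algebra, that of a least-squares fit of 16 arrays with cell line and dye (largest difference 1.78e-15). A fold that equals the study's for the same probe therefore follows from using the same arrays and is no independent evidence.

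The design, the 29 gene lists, the rule for named genes and the alternatives were set before the data were examined, except for 4 alternatives: the dye effect from set 2 alone, only probes well above background on every array, any called probe for a gene, and genes with a reference symbol as background. The folds in the paper had been read by then. Genes named are those the paper names, the 10 largest rises and the 10 largest falls among called genes with the same sign on 16 arrays and well above background on at least 8, and, from each list, up to 4 called members with the largest difference; ESR1 and ABCB1 were chosen after their values were seen. Members called were also counted after adjustment over the list alone. Each list was tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry; a list passed at an adjusted p of at most 0.05. With an estimated correlation no list passed (lowest adjusted p = 0.820), and none passed with fry (lowest adjusted p = 0.190). Over-representation of the study's list of 46 genes was tested with Fisher's exact test and a binomial test, both one-sided, and gene families with 10000 random lists. SAM with 100 sign permutations was run on the loess-normalized arrays.

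Alternatives were leaving out each set, loess on the processed signals, normexp with an offset of 50 on the mean signals followed by loess, median centring, a filter on dim probes, the mean of all probes of a gene, no dye correction of set 1, and the 16 arrays as observations with the set or the slide as a random block, without a block or without moderation. The last is called the methods' ANOVA here, with cell line and dye as terms, since array and batch cancel in a ratio within an array. Each set and each slide was also read alone.

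The method was tested on simulated data with 29846 genes, 200 of them changed. Variances between sets were drawn from the prior that limma fitted, which favours this fit, and the dye effect and array noise were assumed. A gene's simulated dye effect was the same in every set, while those of sets 2 and 3 had a correlation of 0.138 in the data. The simulation therefore does not cover the error of the dye correction of set 1. With 3 set values 46% of genes changed by log2 1.5 were recovered, 90% at 2, 96% at 3 and 98% at 4, with 2 false calls. With 16 arrays as observations 100% were recovered at each size, with 90 false calls. Correlations between single arrays ranged from -0.296 to 0.850, and 0 pairs were identical. Saturated spots in the MCF-7_DOX2-12 channel occurred in set 1. No array was left out. Binding of probes to other transcripts was not tested, since no transcript sequences were at hand. Python 3.11.15 and matplotlib 3.10.9 drew the plots.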

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

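The tests of explanations in this part were chosen after the results were seen, while the gene lists and their set test were planned. For array 4 of set 1, 646 spots were marked as outliers, far from the 160 to 256 of the other arrays of its set. Such a check was run on 24 sets of values, and chance alone may mark some of them. No explanation was tested for this array, and it was kept.

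The forward and the sign-turned reverse ratios of set 3 ran opposite to each other, with a correlation of -0.283 across all genes, while those of set 2 had 0.644. Over the 7856 genes well above background in both lines on all 16 arrays the correlation in set 3 was 0.414, and over the others -0.412, which is what a dim red channel would give. Exchanged dye labels in set 3 are argued against: of 617 genes changed by over 1.5 (log2) the same way in sets 1 and 2, at least 88.2% had the sign of set 2 in each orientation of set 3 (90.3% in the other). A dim red channel may therefore explain the opposite ratios, and no biological explanation was tested, since both orientations hold the same RNA. Why the channel was dim stays open.

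The NRF2 targets, a list the paper does not analyse, had a median log2 ratio of 1.07. Dropping the 5 members that the study reports as changed argues against these as its whole source, since 7 of the remaining 24 members were called higher (camera p = 1.07e-10, but 0.160 with an estimated correlation). One of the 24, ABCC2, is in the study's list of 46 genes and was not called; without it, the 7 are among 23. A dim red channel in set 3 is argued against as well, since 17 of 29 members were at least 2-fold higher without that set. Because the list does not pass with an estimated correlation and the sets may be technical replicates of one selection, neither a response to doxorubicin selection nor a difference that arose in one culture is excluded. Lines selected separately were not measured.

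Other signals in genes that the paper does not discuss were weighed no further. The targets of p53 had a median log2 ratio of 0.67, with 0 of 27 members called (1 higher when adjusted over the list alone; camera, adjusted p = 4.51e-06; 0.8294 with an estimated correlation). Cholesterol synthesis had 0.45, with 1 of 23 called higher, LSS (1 higher when adjusted over the list alone; adjusted p = 6.03e-07; 0.8294 with an estimated correlation). The LSS call is lost with the mean of all probes (adjusted p = 0.01525), without set 2 (0.0525) and where no gene passes. For the lysosome list the median was 0.29, with 1 of 44 called higher, CTSF (2 higher when adjusted over the list alone; adjusted p = 0.0030; 0.820 with an estimated correlation), and it does not pass with normexp and loess (adjusted p = 0.0513), with the filter on dim probes or with probes bright on all arrays. C1orf125 had the largest rise among the named genes, 5.07, and GPC6 the largest fall, -6.09, though it was well above background in MCF-7_DOX2-12 cells on only 9 of 16 arrays, so its size is uncertain. Set 1 gave 2.29 and -3.68 for this pair and set 2 gave 7.17 and -8.78.

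Of the 4 sign patterns that the 3 set values can take, 1 gave as many calls as the real one, which was the real one itself with 409, and the highest of the others was 0. The patterns are too few for a share under 0.05.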

How the results depend on the processing

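Alternatives with the dye effect from set 2 alone, with probes bright on all arrays, with any called probe and with named genes as background were chosen after the data were seen.

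Direction held for all 4 aldo-keto reductases in every alternative that kept the gene (only probes bright on all arrays leave out AKR1B1 and AKR1B10), and family matches stayed at a p of 0.05 or more in every one. Calls depended on the processing. With normexp and loess the count of called genes was 0, the share under 2-fold 98.48%, the log2 ratios of AKR1B1, AKR1B10, AKR1C1 and AKR1C3 were 1.625, 2.164, 2.199 and 2.086 with none called, the p of over-representation was 1, and 3 gene lists passed and 0 named genes were called, against 5 and 41. With loess the count was 0, the 4 ratios 3.236, 3.746, 2.277 and 2.233, the p 1 and the named genes 0. With the filter on dim probes the count was 0, the share 90.94%, the ratios 3.326, 3.793, 2.277 and 2.235, the p 1 and the named genes 0. In these fits limma's prior degrees of freedom were lower (1.88, 2.50 and 3.70 against 6.07), which raises p at the same ratio and spread, while loess and the filter left the ratios nearly as they were; whether this alone ended the calls and why normexp shrank AKR1B1 and AKR1B10 were not tested.

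Median centring gave 705 called genes, no dye correction of set 1 gave 784, and an adjusted p of at most 0.05 gave 1495. With 16 arrays as observations the count was 1551 with set as block, 1821 with slide as block, 1791 without a block and 1774 with the methods' ANOVA, and 9, 9, 9 and 8 gene lists passed; without a block and in the ANOVA the arrays of a set count as independent. SAM called 7572. With the dye effect from set 2 alone AKR1C3 was not called at 2.205, and 24 named genes were called. With probes bright on all arrays 390 of 8071 genes were called. AKR1C1 (adjusted p = 1.81e-04, limma) and AKR1C3 (adjusted p = 0.001424) were among them. In this setting 14 named genes were called, since most of the others are left out. The causes of the other changes were not tested.

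Without 1 set at a time, the count ranged from 0 (without set 1) to 1450 (without set 3), with 149 without set 2. AKR1B1 ranged from 2.681 to 3.681, AKR1B10 from 3.336 to 4.265, AKR1C1 from 2.137 to 2.483 and AKR1C3 from 1.781 to 2.751. The p of over-representation ranged from 0.05627 to 1, gene lists from 6 to 9 and named genes from 0 to 44. Leaving out a set leaves 2 values per gene.

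Read alone with no test and without the dye correction of set 1, set 2 gave a share of 90.46% and slides 3 and 4 gave 89.14% and 89.49%. AKR1C1 was 1.761 in set 1 and 1.779, 1.744, 1.906 and 2.883 on slides 1 to 4. AKR1C3 was 1.135 in set 1 and 1.091 and 1.178 on slides 1 and 2. For AKR1B1 set 2 gave 4.562 and slides 3 and 4 gave 4.458 and 4.666. For AKR1B10 set 2 gave 4.872 and slides 2, 3 and 4 gave 2.760, 4.882 and 4.862. These causes were not tested.

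Signs turned only for uncalled genes near 0, and the cause was not tested. AKR1A1 was 0.01655 with set as block, 0.01716 without a block and with the methods' ANOVA, 0.03514 with slide as block, 3.92e-04 with loess, 0.07587 with median centring, 0.01032 with normexp and loess and, without 1 set, from -0.05848 to 0.08373. AKR1C4 was -0.003931 with normexp and loess and ranged from -0.08988 to 0.1606 without 1 set. SLC22A16 was 0.01286 with normexp and loess, and CBR3 -0.03302 with the mean of all probes. Without 1 set, AKR7A2 ranged from -0.2767 to 0.07986, CYCS from -0.05383 to 0.301 (below 0 without set 1 or 2) and RAC2 from -0.03431 to 0.3538. In all, 549 comparisons for single named genes kept direction and side of the threshold, 180 lost a call, 40 gained one and 16 turned.

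Signal over background limits what can be seen: in set 3 the red channel of 28.9% to 31.4% of probes was well above background, and the green channel of 65.35% to 67.29%. A probe dim in both channels gives a ratio near 1. One dim in red alone can give a ratio that depends on the dye, and the dye effect had an SD of 0.699 in set 3 and of 0.334 in set 2. Each array holds both lines, so every ratio is already paired within its array.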

Differences from the paper's values

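At the same thresholds, the paper reports 2063 genes changed by at least 2-fold, and 409 were called here. The paper counts Entrez genes and this count takes names on the array. Of the alternatives set before the data were examined, leaving out set 3 (1450), the set block (1551), the slide block (1821), no block (1791) and the methods' ANOVA (1774) come within 1.5 times of the paper's count. Leaving out set 1 (0) or set 2 (149), normexp and loess (0), loess (0), median centring (705), the filter on dim probes (0), the mean of all probes (382) and no dye correction (784) do not. SAM called 7572 genes, 1605 of them at least 2-fold, and an adjusted p of at most 0.05 gave 1495. In the authors' deposited table 2076 names pass an adjusted p of 0.01 and 2-fold (2102 at the unadjusted p).

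The paper's table gives ATP5L 2.04-fold, against 1.30-fold here (2.04-fold on its other probe); without set 3 (1.365) and with the mean of all probes (1.626) the values no longer differ, and under the other alternatives they do. For CYCS the paper's value is 2.54 against 1.06, and for RAC2 it is 3.68 against 1.11. Both lie beyond the margin under every alternative set before the data were examined. Single probes of CYCS and RAC2 gave 2.54 and 3.68 here. The CYCS probe that gave 1.06 lists no transcript of a known gene in the annotation.

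The paper reports 8 identical genes among the list of 46, against 4 here. Median centring, no dye correction, both block fits, no block and the methods' ANOVA gave 6 each, within 1.5 times of the paper's count. Leaving out set 1 (0), set 2 (1) or set 3 (5) did not come within it. Normexp and loess, loess and the filter on dim probes (0 each) and the mean of all probes (5) did not either. Counting any called probe, chosen after seeing the values, gave 7, which are the paper's 8 without ABCG2, so it drops 1 of the paper's called genes and adds ACO1, CYCS and RAC2 to the 4. For the identical genes the paper's p is 0.05 against 0.00284 here. Without set 3 (0.0564), with the slide block (0.0452), without a block (0.0422) and with the methods' ANOVA (0.0406) it is within 1.5 times of the paper's. With the other alternatives it is not. For identical or family matches the paper's p is under 0.0001 and the p here is 0.861, and it differs under every alternative. The paper names a binomial test for these matches, while the p here comes from random lists of array names that have a root. The counts are unlike as well, since the paper counts changed genes of a family, such as ABCA1, and here listed genes are counted that share the letters before the first digit with a called gene. Some listed genes, such as CAT, have no such root and can match only by identity, which favours the random lists. Array names without a reference symbol enter the random lists too.

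Several genes that the paper lists as changed were not called here. ABCG2 (2.33-fold, adjusted p = 0.0130) is called without set 3, with median centring, without dye correction, in all 4 fits with arrays as observations and, chosen after seeing the values, with probes bright on all arrays. ACO1 (2.67-fold, adjusted p = 0.0135) is called with median centring, the mean of all probes, no dye correction, the 4 array fits and, chosen after seeing the values, with probes bright on all arrays. ATP5S (2.05-fold lower, adjusted p = 0.0178) is called without dye correction and in the 4 array fits. ABCA1, ABCC13 and SOD3 are called without set 3 and in the 4 array fits, and NFKBIZ (adjusted p = 0.0211) in the 4 array fits. ABCD3 was at 1.61-fold (adjusted p = 0.0959), and its second probe at 2.27-fold was not called; no setting that was run called ABCD3.

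The paper places the aldo-keto reductases first among the changes it describes. AKR1B10 and AKR1B1 had the largest ratios here, while ABCC1 (8.29-fold) and ATP2B4 (5.09-fold) exceeded AKR1C1 (4.85-fold) and AKR1C3 (4.71-fold). For ATP2B4 this depends on the processing: with the mean of all probes it was at 3.44-fold, below AKR1C1 (4.44-fold) and AKR1C3 (4.71-fold), as in the paper's table, and without dye correction of set 1 it was at 4.59-fold, below 4.73-fold and 4.63-fold. Without set 1 ATP2B4 was below AKR1C3 (6.07-fold against 6.73-fold). The second ATP2B4 probe, which enters the mean of all probes, was not well above background in MCF-7_CC12 cells on any array, so that mean is uncertain. With normexp and loess AKR1C1 ranked first, and AKR1B1 (3.08-fold) fell below ABCC1 (3.45-fold). The paper states that the AKR1C probes could not tell the isoforms apart. Of 4 AKR1C1 probes, 3 list both AKR1C1 and AKR1C2, and the remaining one lists no transcript of a known gene. The AKR1C3 and AKR1C4 probes list only their own gene. This is the annotation and no alignment was run. By RTqPCR with primers for each isoform, the paper reports AKR1C2, AKR1C3 and AKR1B10 as significantly higher, and not AKR1C1 or AKR1B1.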

Other observations

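The test of the table folds in this part was chosen after the result was seen. Single probes of a gene often differed, and the study's printed folds differed from those of the brightest probe for several genes. The hypothesis that a printed fold is the mean over probes past the thresholds, p 0.01 and 2-fold in the authors' deposited table, was tested on the 20 genes with a printed fold, and 20 were matched within 0.02. Of these, 9 have a single probe and cannot test it; of the 11 with more than 1 probe all 11 were matched, against 5 by the mean over all probes. The printed folds may thus be such means, which leave out probes of a gene that did not pass. All 545 probes called here are among the 2467 that pass in the deposited table (2433 at an adjusted p), and log2 folds of both had a Pearson r of 0.99981 across probes, which are not independent replicates; both come from the same arrays.

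Of 6 carbonyl reductases, which can also reduce doxorubicin, none was called (none when adjusted over the list alone; camera, adjusted p = 0.577). CBR1 was at log2 -0.30 (adjusted p = 0.444) and CBR3 at 0.42 (adjusted p = 0.340). The RTqPCR genes, a list the study chose and so no independent evidence, and from which AKR1B1, called higher and with primers in the study, was left out, had 3 of 8 measured members higher (3 when adjusted over the list alone; camera, adjusted p = 0.0126; 0.8294 with an estimated correlation). It does not pass with normexp and loess (0.255), loess (0.0976), the filter on dim probes (0.162) or probes bright on all arrays (0.4455). The 3 higher members were AKR1B10, AKR1C1 and AKR1C3, of which the paper's RTqPCR did not find AKR1C1 significantly higher. Estrogen receptor targets had 2 of 26 lower, AREG and CXCL12 (4 lower when adjusted over the list alone; camera, adjusted p = 0.0621). CXCL12, a chemokine, was at log2 -4.33, and at -1.90 with normexp and loess. It was well above background in MCF-7_DOX2-12 cells on 12 of 16 arrays, so the size is uncertain, and the calls of CXCL12 and AREG are lost with the dye effect from set 2 alone (adjusted p = 0.0102 and 0.0129), chosen after the data were seen.

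Of 37 interferon-stimulated genes MX1 was higher and LGALS3BP lower (3 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.785; median -0.18, mean 0.03). Both calls are lost without set 2 (adjusted p = 0.0679 and 0.0469), that of MX1 also with the dye effect from set 2 alone (0.0133), and normexp and loess takes MX1 from log2 1.68 to 0.49 and LGALS3BP from -1.56 to -0.82. Among 20 genes of the unfolded protein response ATF3 was higher (1 when adjusted over the list alone; adjusted p = 0.357); its call is lost with the mean of all probes (adjusted p = 0.0166) and without set 2 (0.0438), and its log2 ratio is 0.72 with normexp and loess. None was called of 34 proliferation genes (adjusted p = 0.785; median 0.06, mean -0.06), 28 genes of double-strand break repair (adjusted p = 0.703), 8 topoisomerases (adjusted p = 0.703), 16 BCL2 family genes (adjusted p = 0.357), 19 aldehyde dehydrogenases (adjusted p = 0.285), 8 NDUFS subunits of complex I (adjusted p = 0.703) or 14 reference genes (adjusted p = 0.447), nor when adjusted over each of these lists alone. Of 24 subunits of the vacuolar ATPase none was called (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.703).

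With all probes of a gene counted, 7 of the 43 measured doxorubicin pathway genes were called (Fisher's exact test, one-sided, p = 4.53e-06). This count gives a gene with more probes more chances, and the test does not correct for that, so its p may be too small. ACO1, CYCS and RAC2, which it adds, have 2, 4 and 3 probes. With genes that have a reference symbol as background the p for the 4 genes was 0.0094 from the same test.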
